# Induction of Fatty Acid Oxidation Underlies DNA Damage‐Induced Cell Death and Ameliorates Obesity‐Driven Chemoresistance

**DOI:** 10.1002/advs.202304702

**Published:** 2023-12-25

**Authors:** Sunsook Hwang, Seungyeon Yang, Kyungsoo Park, Byungjoo Kim, Minjoong Kim, Seungmin Shin, Ahyoung Yoo, Jiyun Ahn, Juneil Jang, Yeong Shin Yim, Rho H. Seong, Seung Min Jeong

**Keywords:** cell death, chemoresistance, DNA damage, fatty acid oxidation, obesity

## Abstract

The DNA damage response is essential for preserving genome integrity and eliminating damaged cells. Although cellular metabolism plays a central role in cell fate decision between proliferation, survival, or death, the metabolic response to DNA damage remains largely obscure. Here, this work shows that DNA damage induces fatty acid oxidation (FAO), which is required for DNA damage‐induced cell death. Mechanistically, FAO induction increases cellular acetyl‐CoA levels and promotes N‐alpha‐acetylation of caspase‐2, leading to cell death. Whereas chemotherapy increases FAO related genes through peroxisome proliferator‐activated receptor α (PPARα), accelerated hypoxia‐inducible factor‐1α stabilization by tumor cells in obese mice impedes the upregulation of FAO, which contributes to its chemoresistance. Finally, this work finds that improving FAO by PPARα activation ameliorates obesity‐driven chemoresistance and enhances the outcomes of chemotherapy in obese mice. These findings reveal the shift toward FAO induction is an important metabolic response to DNA damage and may provide effective therapeutic strategies for cancer patients with obesity.

## 1 Introduction

Obesity, a physical condition defined as abnormal or excessive accumulation of fat, is increasing worldwide.^[^ ^1^ ^]^ Epidemiological studies reveal strong links between obesity and at least 13 types of cancer, including colorectal, liver, breast and prostate cancers.^[^ ^2^ ^]^ Moreover, accruing evidence suggests that obesity is closely associated with inferior clinical outcomes of cancer therapy.^[^ ^3^ ^]^ Indeed, many cancer patients with obesity suffer from chemotherapy failure, cancer recurrence, and poor prognosis.^[^ ^4^ ^]^ Thus, considering the global prevalence of overweight or obesity and the increase of cancer incidence in obese patients, it is crucial to elucidate mechanisms by which obesity influences cancer progression.

The cancer's lethal nature stems from its profound resistance to therapy. Although chemotherapy and radiation therapy, the most commonly used tools for cancer treatment, have been developed to kill cancer cells by inducing DNA damage, some cancer cells escape DNA damage‐induced cell death and develop resistance to the treatments.^[^ ^5^ ^]^ Whether innate or acquired, such therapeutic resistance is a massive obstacle to successful cancer treatment.^[^ ^6^ ^]^ Recently, systemic perturbations secondary to obesity have been implicated in enabling resistance to chemotherapy. For example, elevated circulating levels of insulin, insulin‐like growth factor (IGF‐1) and adipokines, associated with obesity‐mediated metabolic dysregulations,^[^ ^7^ ^]^ have been implicated in enabling resistance to chemotherapeutic agents.^[^ ^4a^ ^]^ It is noteworthy that obese patients recapitulate a state of persistent low‐grade inflammation characterized by increased cytokines and chemokines that induce alterations in tumor microenvironment.^[^ ^8^ ^]^ Thus, enhanced fibrosis or reactive stroma caused by increased inflammation could impair drug delivery.^[^ ^4^, ^8^ ^]^ However, it remains poorly understood whether overweight or obesity adversely affects therapeutic outcomes directly through intrinsic changes of cancer cells.

When cells are exposed to genotoxic stresses, they respond by initiating tightly coordinated signaling responses that can promote survival by inducing cell cycle arrest and DNA repair or trigger cell death to limit the accumulation of damaged cells.^[^ ^9^ ^]^ Given the indispensability of cellular metabolism for survival and growth, cells exposed to DNA damage need to make fundamental metabolic decisions of whether to upregulate biosynthesis for promoting DNA repair or not, and whether to restrict catabolic pathways for limiting proliferation or not. Surprisingly, the metabolic response to DNA damage has been largely unknown. Recent studies have shown that there is a link between metabolism and DNA damage response, by repression of glutamine metabolism to promote proper DNA repair and cell cycle arrest, and to suppress tumorigenesis,^[^ ^10^ ^]^ implying that there is a metabolic area of cellular stress response with significant therapeutic potential.

Here, we investigated how obesity modulates metabolic stress response of cancer cells to promote cell survival and chemoresistance. Using a murine model of obesity, we performed transcriptomic analyses of metabolic pathways in engrafted cancer cells after chemotherapy. We found that cancer cells in lean mice, but not in obese mice, dynamically respond to chemotherapy by upregulating fatty acid oxidation (FAO) pathway. The FAO induction promotes N‐alpha‐acetylation of caspase‐2 (CASP2), leading to apoptotic cell death. Importantly, we show that pharmacological induction of FAO alleviates obesity‐driven drug resistance and enhances therapeutic outcomes after chemotherapy. These findings may have important implications for future therapeutic approaches treating cancer patients with overweight or obesity.

## 2 Results

### 2.1 Obesity Impairs FAO Induction in Tumors after Chemotherapy

In order to investigate how obesity induces chemoresistance of tumor cells, we performed allograft tumor formation assays in wild‐type (WT) and genetic leptin‐deficient ob/ob mice using syngeneic B16F10 melanoma cells. When the tumor volume reached ≈100 mm^3^, mice were administrated with etoposide (ETS), which is one of the most common chemotherapeutic agents and has been shown to induce cell death across multiple cancers.^[^ ^11^ ^]^ As observed previously, whereas ETS treatment induced cell death in tumors from lean control mice, tumors from obese mice exhibited profound resistance to ETS (**Figure** **1**a).

**Figure 1:**
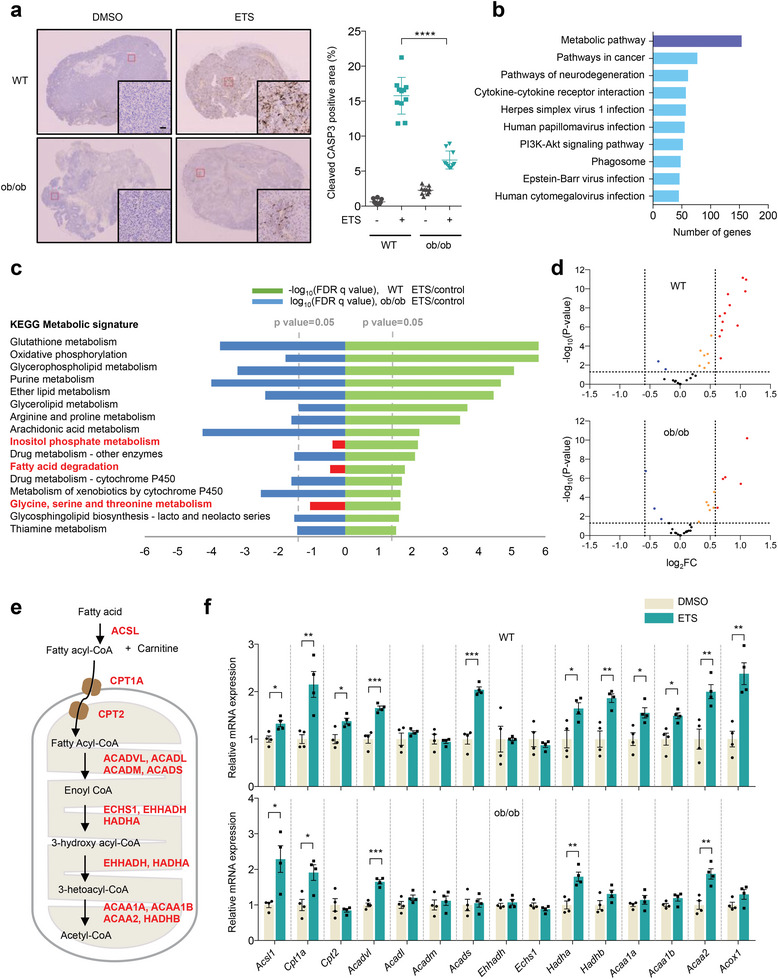
Impairment of FAO induction is related to chemoresistance in obesity. a) Immunohistochemistry of cleaved CASP3 expression pre‐ and post‐chemotherapy in B16F10 tumors from lean and obese mice. Scale bar represents 50 µm. b) Number of genes related to top 10 KEGG pathways. c) Enrichment of KEGG metabolic signature scores that are altered by chemotherapy in RNA‐seq from lean (yellow‐green bars) and obese tumors (blue bars). d) Volcano plots of differentially expressed fatty acid oxidation genes in tumors from lean (upper panel) and obese mice (lower panel) post‐ and pre‐chemotherapy (>1.5‐fold, *p* < 0.05). e) Schematic representation of mitochondrial fatty acid oxidation. f) Relative expression of FAO related genes in B16F10 tumor cells from lean (upper panel) and obese mice (lower panel); *n* = 4. Statistical analysis was based on two‐tailed Student's *t*‐test. All error bars ±SEM. *p < 0.05, **p < 0.01, ***p < 0.001, and ****p < 0.0001.

To explore mechanism(s) underlying the obesity‐induced drug resistance, we performed a comparative transcriptomic analysis of tumor cells from lean and obese mice after chemotherapy. 

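B16F10 cells, a melanoma line derived from C57BL/6 mice, had been grown as allografts in lean wild-type mice and in leptin-deficient ob/ob mice, and RNA of the tumors was sequenced before therapy and after etoposide (ETS), a topoisomerase inhibitor that breaks DNA, given as 5 injections of 20 mg per kg. The deposited data held 16 libraries, with 4 tumors in each of 4 groups. Poly(A)-selected, stranded libraries had been aligned to the mm10 genome with HISAT and counted per gene with StringTie by the authors, who deposited the counts of 45777 genes without normalization, together with FPKM and TPM values. Total counts per tumor ranged from 59466055 to 61391684 in lean tumors before therapy (median 59620325), from 57178259 to 61655287 in lean tumors after ETS (median 58554240), from 47199949 to 57245560 in obese tumors before therapy (median 51967092) and from 51619026 to 60741964 in obese tumors after ETS (median 57504804). The 29568 genes with a count of 0 in any tumor were excluded as in the paper's methods, which left 16209 genes. Counts were scaled by edgeR's TMM method, and all 16 tumors entered a fit of edgeR's quasi-likelihood model, whose biological coefficient of variation was 0.233 at the common dispersion. From this fit, tumors after ETS were compared with tumors before therapy in lean mice and in obese mice, and the difference between these effects was tested as an interaction. Whole tumors hold host cells beside the melanoma cells, so the counts are sums over both.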

We analyzed the following four groups: lean tumor, lean tumor after ETS treatment, obese tumor, obese tumor after ETS treatment. 

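In lean tumors, 2469 of the 16209 tested genes changed at least 2-fold after ETS with an unadjusted p under 0.05, of which 1070 rose and 1399 fell. With p-values adjusted by the Benjamini-Hochberg method and no limit on the fold change, 7099 genes had an adjusted p under 0.05 in edgeR's quasi-likelihood test, 3410 of them higher and 3689 lower after ETS. In obese tumors, 2163 genes met the same fold change and unadjusted p limits, with 1767 rising and 396 falling. There 6517 genes had an adjusted p under 0.05, 3438 of them higher and 3079 lower after ETS. The lean and obese lists shared 1130 genes, and of these 564 changed in the same direction and 566 in opposite directions. The number in lean tumors moved most without the exclusion of genes with a count of 0, to 4114 genes, and the number in obese tumors ranged from 990 genes with limma on log2(TPM + 1) to 3554 without that exclusion. The scaling also moved the balance of directions: 43.3% of the changed genes in lean tumors and 81.7% of those in obese tumors rose with TMM, against 13.8% and 70.8% with TPM values, under which the log2 fold changes of the genes shifted by a median of -0.35 in lean and -0.094 in obese tumors. The genes with the largest rise in lean tumors, among genes at a mean of at least 1 CPM whose 4 tumors after ETS all lay on the same side of the 4 tumors before therapy, were Svop, Atp10b and Wfdc3, and those with the largest fall were Apol6, Gm12250 and Iigp1. Svop (gene ID 68666, chromosome 5 of GRCm38.p6 from 114026913 to 114091380) rose from 0.106 ± 0.0495 to 6.16 ± 0.873 CPM (mean ± SD, n = 4 tumors each), a log2 fold change of 5.83 (standard error 0.56, adjusted p = 5.17e-06, edgeR). Part of Svop is shared with the annotated gene Gm16108. Apol6 (gene ID 71939, chromosome 15 from 77045050 to 77057108), which overlaps Mb, fell from 41.1 ± 19.7 to 0.381 ± 0.262 CPM (n = 4 each), a log2 fold change of -6.76 (standard error 0.88, adjusted p = 4.85e-05, edgeR).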

As KEGG pathway enrichment analysis, performed on differentially expressed genes (DEGs) in lean tumors before and after chemotherapy (2418 genes; |Fc| ≥ 2 & *p*‐value cutoff < 0.05), suggested that metabolic pathways are the most significantly changed in lean tumors after chemotherapy (Figure 1b). 

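Over-representation among the genes changed at least 2-fold at an unadjusted p under 0.05 was tested for 16 gene lists named after the KEGG pathways of Fig. 1c. The lists were compiled by hand from the enzymes of each pathway and are not KEGG's own tables. A one-sided Fisher's exact test against the 16209 tested genes, adjusted over the 16 lists, gave no list with an adjusted p under 0.05 in lean tumors, with 1 list at an unadjusted p under 0.05. The share of changed genes was 15.2% over all tested genes and ranged from 6.60% (oxidative phosphorylation) to 30.8% (thiamine metabolism) over the 16 lists, and it was above the overall share in 14 of them. Glutathione metabolism, with 15 of 55 genes changed (27.3%), had the lowest p of 0.0152 (adjusted p = 0.244). In the fatty acid degradation list, 7 of 39 genes changed (17.9%, adjusted p = 0.471), 6 rising and 1 falling. The choice of changed genes moved this count most: with all genes at an adjusted p under 0.05 taken as changed, 4 of the 16 lists had an adjusted p under 0.05.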

Subsequent pathway mapping revealed that 16 KEGG metabolic signatures significantly changed in lean tumors after chemotherapy (Figure 1c). 

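In obese tumors, 13.3% of the 16209 tested genes met the same limits after ETS, and 2 of the 16 lists had an adjusted p under 0.05 in the same test. These were arachidonic acid metabolism, with 15 of 37 genes changed (adjusted p = 0.000597), and metabolism of xenobiotics by cytochrome P450, with 12 of 38 genes changed (adjusted p = 0.0234). Leaving out single tumors gave between 1 list and, without obese tumor 2 before therapy, 4 lists, and none was left with a macrophage marker score in the fit. Without obese tumor 1 after ETS, the adjusted p of the cytochrome P450 list was 0.285. In the inositol phosphate metabolism list, 5 of 66 genes changed in obese tumors (7.58%, adjusted p = 0.997) against 9 of 66 in lean tumors (13.6%, adjusted p = 0.739). Of the 24 tested genes of the glycine, serine and threonine metabolism list, 5 changed in obese tumors (20.8%, adjusted p = 0.538) and 6 in lean tumors (25.0%, adjusted p = 0.271). In the fatty acid degradation list, 4 of 39 genes changed in obese tumors (10.3%, adjusted p = 0.895), all 4 rising.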

Importantly, tumors from obese mice also underwent significant changes in these pathways after chemotherapy except 3 pathways including inositol phosphate metabolism, glycine, serine and threonine metabolism, and fatty acid degradation (Figure 1c). Among these differentially regulated pathways, we reasoned that fatty acid metabolism could be most relevant to obesity given its connection to abnormalities of lipid metabolism.

To confirm that obesity abrogates the induction of fatty acid degradation after chemotherapy, we examined gene score enrichment analysis (GSEA) of DEGs in tumors from lean and obese mice pre‐ and post‐chemotherapy. 

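Gene sets were also tested over all genes with camera, at a preset correlation of 0.01 and adjusted over 33 lists per comparison. Camera compares the mean test statistic of a list's genes with that of all other genes. The fatty acid degradation list had a median log2 fold change of 0.37 after ETS in lean tumors (27 of 39 genes rising, adjusted p = 0.000653) and 0.28 in obese tumors (25 of 39 rising, adjusted p = 0.0321). A list of 41 mitochondrial beta-oxidation genes rose by a median of 0.41 in lean tumors (32 genes rising, adjusted p = 4.00e-06) and 0.16 in obese tumors (29 genes rising, adjusted p = 0.0145). The difference between lean and obese tumors had an adjusted p of 0.233 for fatty acid degradation and 0.0413 for mitochondrial beta-oxidation, and the latter was 0.113 with the rotation test fry, 0.0737 with limma-voom, 0.786 with an estimated correlation and up to 0.145 when a tumor was left out, the highest without obese tumor 4 after ETS. With the correlation between genes estimated from the tumors, neither list had an adjusted p under 0.05 in lean tumors (0.412 and 0.308) or in obese tumors (0.583 and 0.578), whereas with fry both had one in lean tumors (0.00109 and 0.000211) and in obese tumors (0.0208 and 0.0149). Without obese tumor 2 after ETS, the adjusted p in obese tumors was 0.159 for fatty acid degradation and 0.0646 for mitochondrial beta-oxidation. With a published Reactome set of 15 mitochondrial beta-oxidation genes in place of the compiled list, the adjusted p over the Reactome sets tested was 0.00268 in lean tumors, 0.715 in obese tumors and 0.0203 for the difference between them. A fatty acid synthesis list of 20 genes was not called by camera in lean tumors (median -0.034, adjusted p = 0.659) or obese tumors (median -0.13, adjusted p = 0.326). With a melanocyte marker score of each tumor in the fit, however, the adjusted p of that list in obese tumors was under 0.05. The paper's methods base gene set enrichment analysis on the KEGG database, whose own sets were not used here.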

The transcripts involved in fatty acid metabolism were particularly increased in lean tumors after chemotherapy, whereas these changes were not significant in obese tumors (Figure S1a, Supporting Information). Additionally, we observed that the expression of genes involved in FAO pathway was more significantly changed in lean tumors than in obese tumors after chemotherapy (Figure 1d; Figure S1b, Supporting Information). Furthermore, consistent with our transcriptomic analysis, quantitative RT‐PCR results confirmed that ETS treatment significantly increased the expression of FAO‐related genes in lean tumors, whereas the induction of these genes was markedly attenuated in obese tumors (Figure 1e,f). 

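Of 76 genes compiled from the fatty acid degradation and oxidation lists, 64 passed the limit on low counts. At the limits of Fig. 1d, a fold change over 1.5 and an unadjusted p under 0.05, 18 rose and 3 fell in lean tumors, and 12 rose and 3 fell in obese tumors, with 8 genes rising in both. The median log2 fold change of the 64 genes was 0.41 in lean and 0.14 in obese tumors. With limma on log2(TPM + 1), 8 rose and 9 fell in lean tumors and 7 rose in obese tumors. With TMM scaling, the test of the difference between the lean and obese effects gave 9 of the 64 genes an adjusted p under 0.05, 6 of them with a more positive change in lean tumors, and 21 an unadjusted p under 0.05, 14 of them in this direction, whereas with limma on log2(TPM + 1) the balance turned, and 6 of the 8 genes with an adjusted p under 0.05 had a more positive change in obese tumors. Under these TPM values the differences of all genes shifted by a median of -0.26. For the 15 genes of Fig. 1e, 8 had a higher level after ETS at an adjusted p under 0.05 in lean tumors and 10 in obese tumors, and the counts were again 8 and 10 when adjusted over the list alone. Acadvl (gene ID 11370, chromosome 11 of GRCm38.p6 from 70010183 to 70015428) rose from 51.7 ± 11.8 to 106 ± 17.3 CPM in lean tumors (mean ± SD, n = 4 each), a log2 fold change of 1.04 (standard error 0.15, adjusted p = 9.02e-05, edgeR), and from 65.6 ± 4.23 to 110 ± 12.8 CPM in obese tumors (n = 4 each), a log2 fold change of 0.74 (standard error 0.15, adjusted p = 0.00124, edgeR). Acads (gene ID 11409, chromosome 5 from 115110299 to 115119346) had log2 fold changes of 1.10 in lean and 0.49 in obese tumors, and the difference of 0.61 had an adjusted p of 0.0729 in edgeR's test. Cpt1a (gene ID 12894, chromosome 19 from 3322326 to 3385735) changed the other way: it rose by 1.19 on the log2 scale in obese tumors (adjusted p = 7.88e-05, edgeR) and by 0.31 in lean tumors (adjusted p = 0.114, edgeR), and the difference of -0.88 had an adjusted p of 0.0127. Acsl1 (gene ID 14081, chromosome 8 from 46471037 to 46536051) likewise rose more in obese tumors (0.60 against 0.014, adjusted p of the difference 0.0303, edgeR). No gene of the 15 rose more in lean tumors at an adjusted p under 0.05, with 3 of the 15 differing at an unadjusted p under 0.05. The values of the paralogs Acaa1a and Acaa1b, whose reads the counting could have split, are less certain, as are those of Acsl1, Cpt1a, Acadvl, Acadl, Echs1, Hadhb and Acaa1b, which overlap other annotated genes, since the paper's text does not say whether counting used the strand.

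**Figure D1:**
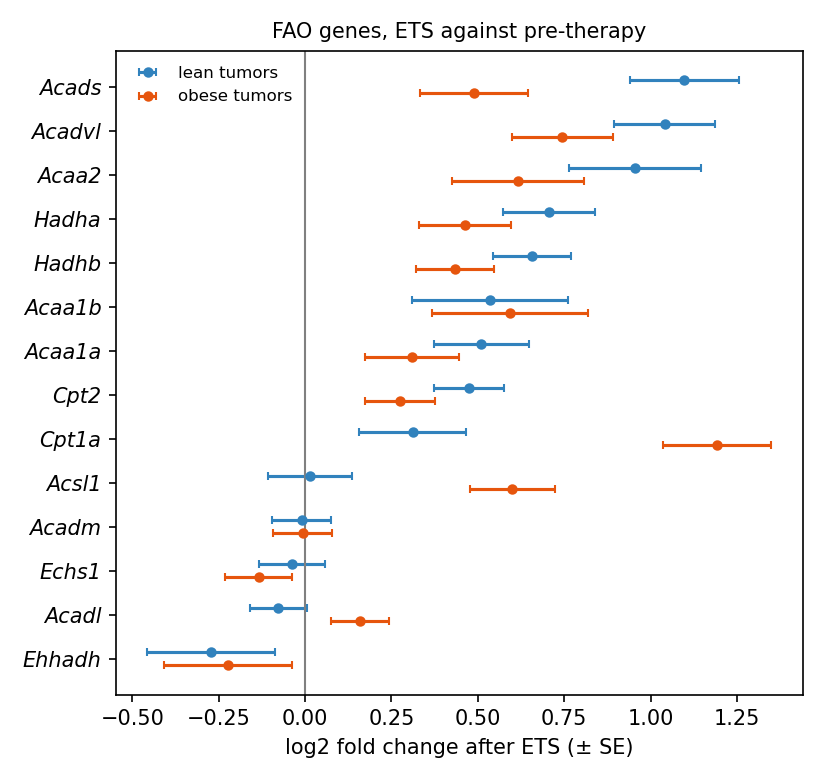
Log2 fold change after ETS (horizontal axis, points with standard errors) of 14 of the 15 FAO genes of Fig. 1e (vertical axis) in lean and obese tumors, from edgeR's fit to 4 tumors per group. The median over all 15 genes was 0.51 in lean and 0.44 in obese tumors, and Cpt1a and Acsl1 lay further right in obese tumors.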

Taken together, our findings demonstrate that obesity impairs the induction of FAO gene signatures in tumors after chemotherapy.

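As a single value per tumor, an FAO score was taken as the mean log2 CPM of the 15 genes of Fig. 1e. It was 5.44 ± 0.14 (SD, n = 4) in lean tumors before therapy and 5.88 ± 0.11 after ETS, a rise of 0.43 (two-sided exact permutation test, p = 0.0286, the smallest that 4 tumors against 4 allow). In obese tumors it was 5.71 ± 0.079 before therapy and 6.10 ± 0.17 after ETS, a rise of 0.39 (exact permutation test, p = 0.0286). The rises in lean and obese tumors differed by 0.040 (exact permutation of the host labels within each treatment over 4900 arrangements, two-sided p = 0.823). Exchanging host labels also mixes in the difference between hosts before therapy, which widens the permuted values. Over the 16 calculations that each left out a tumor, the difference between the rises ranged from -0.065, without obese tumor 4 after ETS, to 0.099, without lean tumor 1 before therapy. The p of the rise was 0.0571 in lean tumors without lean tumor 1 or 2 after ETS, and 0.0571 in obese tumors without any of the obese tumors before therapy (exact permutation tests), where 2 of the 35 arrangements of the 7 tumors left gave as large a difference. In these fits all remaining tumors after ETS still lay above those before therapy, with rises from 0.36 to 0.43, and the smallest p that 3 tumors against 4 allow is 0.0286. With z-scores per gene in place of log2 CPM, the p of the rise in obese tumors was likewise 0.0571 (exact permutation test). Before therapy the score was 0.26 higher in obese than in lean tumors (exact permutation test, p = 0.0286), and after ETS it was 0.22 higher (p = 0.0857, exact permutation test). The 15-gene list as a whole rose by camera in lean tumors (adjusted p = 0.00191) and in obese tumors (adjusted p = 0.00280), with an adjusted p of 0.740 for the difference between them. Across all 16209 genes, 2660 had an adjusted p under 0.05 for the difference between the lean and the obese effect, 1030 of them with a more positive change in lean tumors and 1630 with a more positive change in obese tumors. The share more positive in lean tumors was 38.7% with TMM and 9.24% with TPM values. From the pathway enrichment, the gene set analysis, the FAO genes of Fig. 1d and the quantitative RT-PCR of Fig. 1f, the paper concludes that obesity impairs the induction of FAO genes after chemotherapy.

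**Figure D2:**
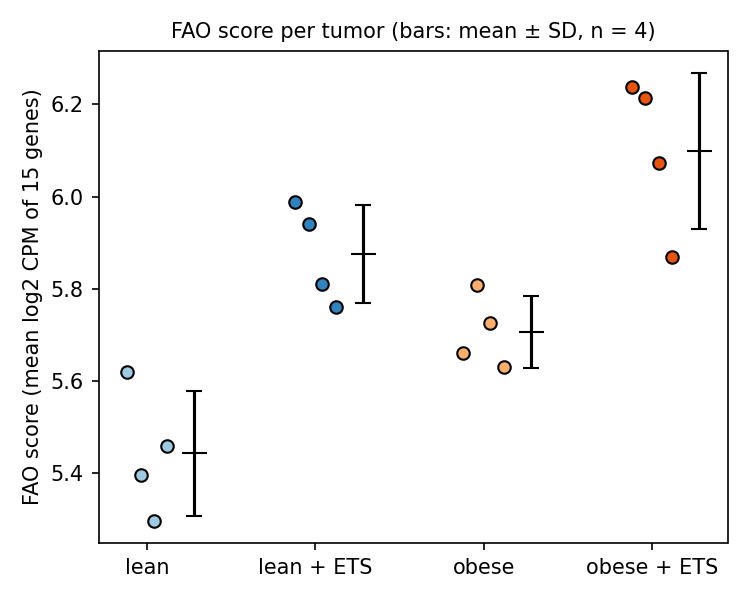
FAO score of each tumor (vertical axis, mean log2 CPM of 15 genes) in lean and obese mice before therapy and after ETS (horizontal axis), with each point a tumor and bars the mean ± SD of 4 tumors. All 4 tumors after ETS lie above the 4 before therapy in both hosts, and obese tumors start higher.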

### 2.2 Induction of FAO is Required for DNA Damage‐Induced Cell Death

Chemotherapies target rapidly proliferating cancer cells by directly or indirectly inducing DNA damage.^[^ ^12^ ^]^ Because the expression of FAO related genes was highly induced after ETS treatment in lean tumors but not in obese tumors, we hypothesized that FAO could serve as an important regulator of DNA damage‐induced cell death after chemotherapy. First, the relevance of FAO induction was further tested using another chemotherapeutic agent, camptothecin (CPT). In line with our in vivo results, genes involved in fatty acid degradation were significantly increased upon ETS or CPT treatment. On the contrary, genes involved in fatty acid synthesis were decreased under these conditions, suggesting that the induction of FAO related genes may be a specific metabolic response to chemotherapy and not reflective of a nonspecific metabolic crisis (**Figure** **2**a). When we directly measured FAO rates, the oxidation of palmitate, a saturated long‐chain fatty acid, was significantly increased after ETS or CPT treatment (Figure 2b).

**Figure 2:**
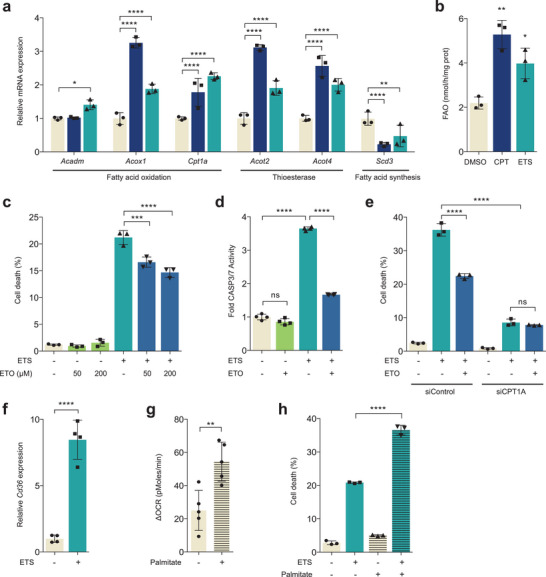
FAO induction is required for proper DNA damage‐induced cell death. a) Quantitative real time PCR of HepG2 cells showing indicated mRNA expression with CPT or ETS (*n* = 3). Statistical analysis was performed using two‐way ANOVA with Dunnett's multiple comparisons test. b) FAO was measured in HepG2 cells treated with CPT or ETS (*n* = 3). Statistical analysis was performed using one‐way ANOVA with Dunnett's multiple comparisons test. c) Cell death of B16F10 cells treated with ETS (25 µm, 40 h), ETO (50 or 200 µm, 40 h) or both (*n* = 3). Cell death was measured by propidium iodide exclusion assay. d) CASP3/7 GLO assay of B16F10 cells treated with ETS (25 µm, 24 h), ETO (50 µm, 24 h) or both (*n* = 4). e) Cell death of B16F10 cells transfected with nontargeting siRNA (siControl) or with siRNA against CPT1A (siCPT1A). Cells were treated with or without ETO (50 µm, 40 h) in the presence of ETS (25 µm, 40 h) (*n* = 3). Cell death was measured by propidium iodide exclusion assay. f) Relative *Cd36* mRNA level in B16F10 cells treated with ETS (25 µm, 24 h); *n* = 4. Statistical analysis was based on two‐tailed Student's *t*‐test. g) FAO‐dependent ΔOCR was measured in B16F10 cells pre‐treated with or without palmitate (100 µm, 6 h); *n* = 5. Statistical analysis was based on two‐tailed Student's *t*‐test. h) Cell death of B16F10 cells treated with ETS (25 µm, 40 h) in the presence of palmitate (100 µm, 40 h); *n* = 3. Statistical analysis was performed using one‐way ANOVA with Tukey's multiple comparisons test (c–e and h). All error bars ±SD. *p < 0.05, **p < 0.01, ***p < 0.001, and ****p < 0.0001.

Next to assess whether FAO affects cell death after DNA damage, we inhibited FAO using etomoxir (ETO), which can inhibit mitochondrial import of fatty acids by inhibiting carnitine palmitoyltransferase 1 family proteins (CPT1A, B and C). Notably, inhibition of FAO reduced apoptotic cell death after ETS treatment (Figure 2c,d). To further confirm the role of FAO in cell death, we suppressed CPT1A expression by using short interfering RNA (siRNA) and examined the effect on cell survival followed by ETS treatment. Knockdown of CPT1A significantly inhibited DNA damage‐induced cell death, and ETO treatment did not have addictive effects on cell death (Figure 2e; Figure S2a,b, Supporting Information). This effect was not specific to B16F10 melanoma cells. We observed similar results in immortalized embryonic fibroblasts (MEFs) (Figure S2c–f, Supporting Information). Additionally, comparable results were obtained in cells treated with other DNA damaging agents, including cisplatin or irradiation (Figure S2g,h, Supporting Information). These results demonstrate that blocking FAO protects cells from DNA damage‐induced cell death.

Next, we tested whether increasing FAO potentiates cell death in response to DNA damage. First, we found that the expression of CD36, fatty acid translocase/receptor, was markedly induced following DNA damage (Figure 2f), in line with the induction of FAO. After palmitate treatment, cells exhibited an increased oxygen consumption rate (OCR), indicating that cells were oxidizing more fatty acids (Figure 2g; Figure S2i, Supporting Information). Interestingly, cells treated with palmitate exhibited significantly elevated levels of cell death following ETS treatment (Figure 2h). We obtained comparable results in immortalized MEFs treated with palmitate or oleic acid (Figure S2j,k, Supporting Information). Finally, to test whether the relationship between FAO and cell death is unique to DNA damage or a generalizable feature of other cell death triggers, we treated cells with tumor necrosis factor α (TNFα) and cycloheximide, which induces apoptotic cell death through the engagement of death receptors. Unlike DNA damage‐induce cell death, cell death induced by activation of death receptors was not reduced by FAO inhibition (Figure S2l, Supporting Information). Taken together, these data illustrate that genotoxic stress induces FAO, which is required for DNA damage‐induced cell death.

### 2.3 DNA Damage Induces FAO through PPARα

As our results show that DNA damaging drugs induce FAO, we sought to identify the molecular mechanism. Peroxisome proliferator‐activated receptor α (PPARα) is a critical regulator of lipid metabolism and promotes transcription of genes crucial for FAO,^[^ ^13^ ^]^ thus suggesting that DNA damage might potentially induce this metabolic response via PPARα. To test this concept, we first assessed the expression of PPARα in response to DNA damage. We observed that ETS treatment resulted in a robust increase in PPARα at mRNA level (**Figure** **3**a), as well as the protein level (Figure 3b) in B16F10 cells and multiple cell lines (Figure S3a–d, Supporting Information). Consistent with these results, the transcriptional activity of PPARα was significantly increased following DNA damage (Figure 3c).

**Figure 3:**
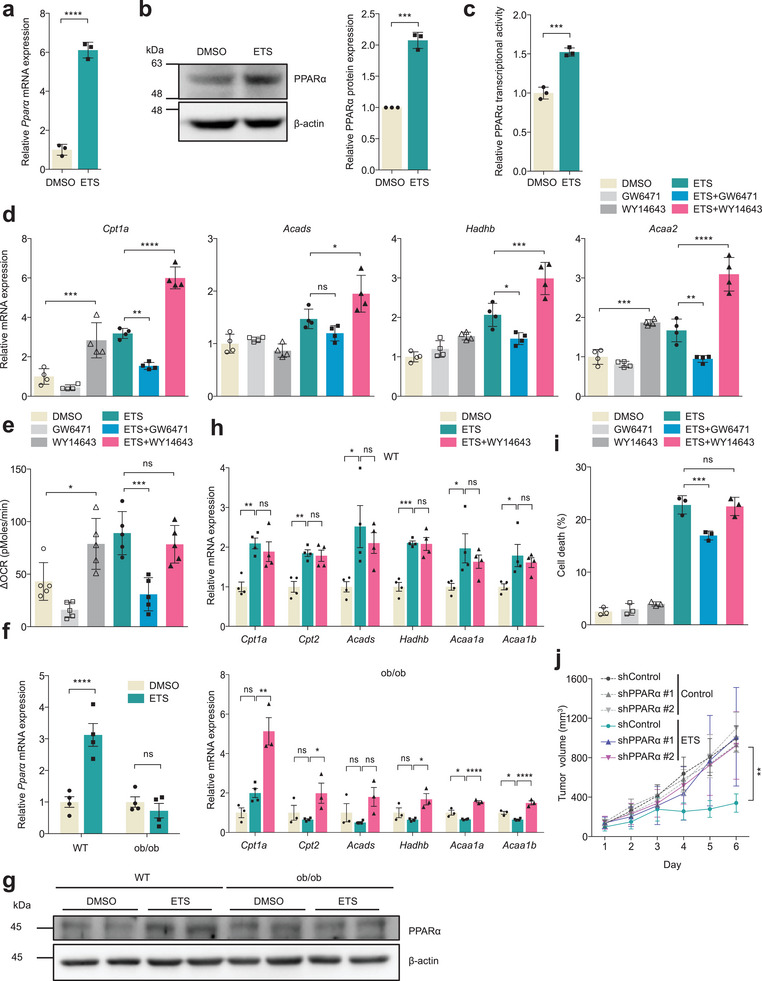
PPARα is an upstream target for DNA damage‐induced FAO induction. a–c) Relative *Ppar*α mRNA (a), protein (b), and transcriptional activity (c) levels in B16F10 cells treated with ETS (25 µm, 24 h); *n* = 3. Statistical analysis was performed using two‐tailed Student's *t*‐test. d) Relative expression of FAO related genes in B16F10 cells treated with GW6471 (25 µm, 24 h) or WY14643 (300 µm, 24 h) in the presence of ETS (25 µm, 24 h); *n* = 4. Statistical analysis was performed using one‐way ANOVA with Tukey's multiple comparisons test. e) FAO‐dependent ΔOCR of B16F10 cells treated with GW6471 (25 µm) or WY14643 (300 µm) and/or ETS (25 µm); *n* = 5. The cell medium was replaced with assay media and the cells were incubated in a CO_2_ free incubator at 37 °C for 1 h before the assay. FAO was measured using Seahorse XF Palmitate Oxidation Stress Test Kit. ETO (40 µm) was treated 15 min prior to running assay, and then Palmitate‐BSA was added to the wells immediately before running assay. Statistical analysis was performed using one‐way ANOVA with Tukey's multiple comparisons test. f,g) Relative PPARα mRNA (f) and protein (g) levels in allograft B16F10 tumors from lean and obese tumors pre‐ and post‐chemotherapy (*n* = 4). Statistical analysis was performed using two‐way ANOVA with Sidak's multiple comparisons test. h) Relative mRNA levels of FAO related genes in B16F10 tumors from lean (up) and obese (down) mice treated with or without WY14643 (40 mg kg^−1^ five times via intraperitoneal (i.p.) injection) in the presence of ETS (20 mg kg^−1^ five times via i.p. injection). *n* = 4 (DMSO, ETS, ETS+WY14643) in WT mice; *n* = 3 (DMSO, ETS+WY14643) or *n* = 4 (ETS) in ob/ob mice. Statistical analysis was performed using one‐way ANOVA with Dunnett's multiple comparisons test. i) Cell death of B16F10 cells treated with GW6471 (25 µm) or WY14643 (300 µm) and/or ETS (25 µm); *n* = 3. Statistical analysis was performed using one‐way ANOVA with Tukey's multiple comparisons test. j) Tumor volume of B16F10 cells expressing a control shRNA or two independent shRNAs to PPARα in lean mice treated with or without ETS (20 mg kg^−1^ five times via i.p. injection). Statistical analysis was performed using one‐way ANOVA with Tukey's multiple comparisons test. Error bars indicate ±SD (a‐e, and i) or ±SEM (f and h). *p < 0.05, **p < 0.01, ***p < 0.001, and ****p < 0.0001.

Next, to evaluate the role of PPARα on FAO induction after DNA damage, we treated cells with either GW6471, an antagonist of PPARα, or WY14643, a synthetic agonist of PPARα. Importantly, we observed that PPARα inhibition by GW6471 abrogated the induction of FAO gene signatures upon DNA damage (Figure 3d; Figure S3e, Supporting Information). We obtained similar results in cells in which PPARα expression was reduced by siRNAs against PPARα (Figure S3f,g, Supporting Information). As the PPAR family comprises three subtypes, such as PPARα, PPARβ, and PPARγ,^[^ ^14^ ^]^ we investigated the involvement of PPARβ or PPARγ in the induction of FAO‐related genes upon DNA damage. While PPARγ knockdown had no effect on the expression of these genes, PPARβ knockdown partially reduced the induction of some genes (Figure S3f,h, Supporting Information). However, we observed that PPARβ expression remained unaffected after ETS treatment (Figure S3i, Supporting Information), implying that PPARα may play a major role in the induction of FAO upon DNA damage. Consistent with this observation, inhibition of PPARα suppressed the induction of FAO upon DNA damage (Figure 3e). Moreover, to further confirm the in vivo relevance of PPARα, we assessed whether PPARα is induced in tumors after exposure to chemotherapy. Importantly, PPARα was significantly induced in lean tumors after ETS treatment, whereas not in obese tumors (Figure 3f, g; Figure S3j, Supporting Information). These findings prompted us to further investigate whether enhancing PPARα activity rescues the defective FAO induction in obese tumors. We found that administration of WY14643 was able to rescue the impaired induction of FAO related genes in obese tumors after chemotherapy, whereas we did not detect additional effect in lean tumors (Figure 3h).

Given the function of PPARα in FAO regulation, we speculated that the PPARα‐mediated transcriptional activation of FAO‐related genes promotes cell death after chemotherapy. To test this hypothesis, we examined the effect of PPARα inhibition on cell survival after DNA damage. Notably, GW6471 treatment markedly reduced DNA damage‐induced apoptotic cell death, whereas WY14643 had minimal effect on cell death (Fig 3i; Figure S4a–d, Supporting Information). Additionally, these effects were diminished in CPT1A knockdown cells (Figure S4e, Supporting Information). Similarly, knockdown of PPARα resulted in decreased cell death following ETS treatment compared to control cells (Figure S4f,g, Supporting Information). To further confirm the importance of this pathway in DNA damage‐induced cell death, we performed allograft assays with PPARα knockdown melanoma cells to assess changes in drug‐sensitivity. Consistent with our in vitro results, PPARα knockdown led tumors to be more resistant to ETS treatment (Figure 3j). Together, these data support the idea that DNA damage induces FAO via PPARα, which promotes cell death.

### 2.4 Obesity‐Induced Hypoxia Suppresses FAO Induction after Chemotherapy

Because obese tumors are more hypoxic than lean tumors,^[^ ^15^ ^]^ and hypoxia‐inducible factor‐1α (HIF1α) suppresses FAO by inhibiting PPARα,^[^ ^16^ ^]^ we hypothesized that hypoxic condition occurring in obese tumors would contribute to the defect in FAO induction after chemotherapy. To test this idea, we first investigated whether obesity augments hypoxia in tumors. As has previously shown,^[^ ^15a^ ^]^ histological analysis showed that tumors from obese mice exhibited elevated levels of HIF1α relative to tumors from lean mice (**Figure** **4**a; Figure S5a, Supporting Information). To test whether hypoxia directly represses FAO induction after DNA damage, we examined the levels of FAO related genes under hypoxic conditions. ETS treatment clearly and reproducibly increased the expression of PPARα and its target genes in normoxia (Figure 4b–d; Figure S5b, Supporting Information). However, the induction of these genes was markedly blunted by hypoxia (Figure 4b–d; Figure S5b, Supporting Information). We also obtained similar results in cells treated with dimethyloxalglycine (DMOG), which stabilizes HIF1α by inhibiting prolyl hydroxylase (Figure S5c, Supporting Information). Next, to further investigate whether HIF1α directly represses FAO induction after DNA damage, we reduced HIF1α expression by siRNA targeting HIF1α and examined the expression of FAO‐related genes under hypoxic conditions. Notably, knockdown of HIF1α significantly restored the impaired induction of PPARα and FAO‐related genes after ETS treatment (Figure 4e,f; Figure S5d, Supporting Information). In conclusion, these data suggest that obesity‐mediated hypoxia opposed the FAO induction after chemotherapy.

**Figure 4:**
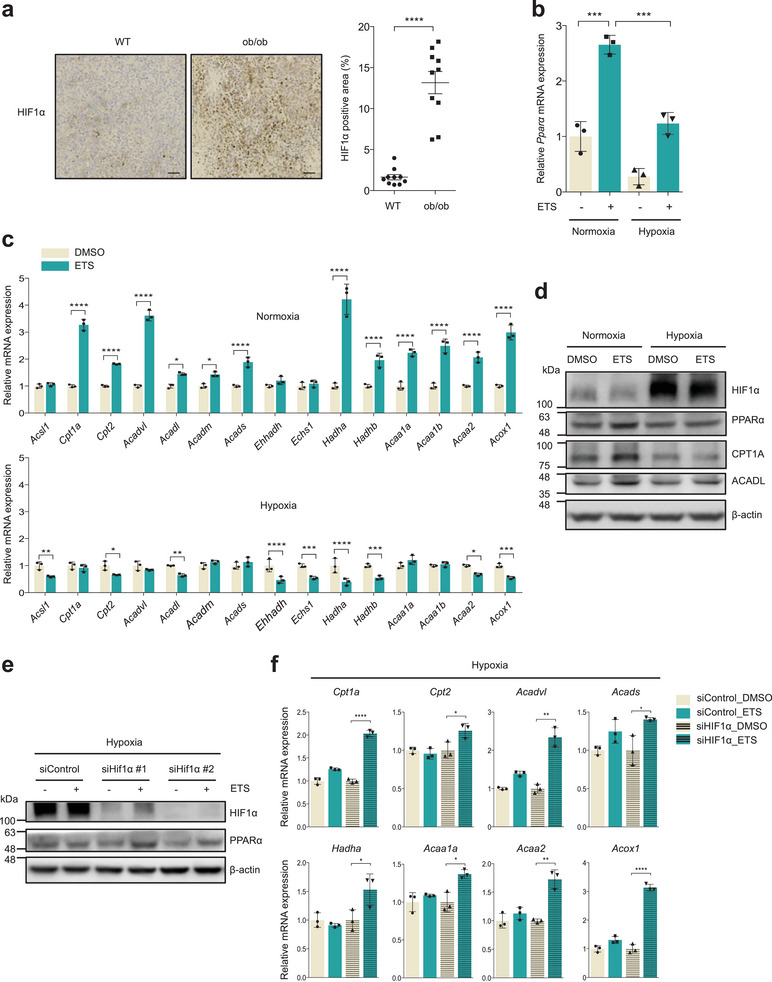
Obesity‐mediated hypoxia inhibits the FAO induction after chemotherapy. a) Immunohistochemistry of HIF1α expression in lean and obese B16F10 tumors. Scale bars represent 50 µm. Statistical analysis was performed using two‐tailed Student's *t*‐test. Error bars represent ±SEM b) Relative *Pparα* mRNA levels in B16F10 cells treated with ETS (25 µm) under normoxic or hypoxic conditions for 24 h (*n* = 3). Statistical analysis was performed using one‐way ANOVA with Tukey's multiple comparisons test. c,d) Relative mRNA (c) and protein (d) levels of FAO related genes in B16F10 cells treated with ETS (25 µm) under normoxic or hypoxic conditions for 24 h (*n* = 3). Statistical analysis was performed using two‐way ANOVA with Sidak's multiple comparisons test. e) HIF1α and PPARα expression of B16F10 cells transfected with nontargeting siRNA (siControl) or with siRNA against HIF1α (siHIF1α) under hypoxic condition. β‐actin serves as a loading control. f) Relative expression of FAO related genes in B16F10 cells transfected with nontargeting siRNA (siControl) or with siRNA against HIF1α (siHIF1α) under hypoxic condition (*n* = 3). Statistical analysis was performed using one‐way ANOVA with Tukey's multiple comparisons test. Error bars ±SD (b–f). *p < 0.05, **p < 0.01, ***p < 0.001, and ****p < 0.0001.

### 2.5 FAO Regulates DNA Damage‐Induced Cell Death by Promoting N‐Alpha‐Acetylation of Caspase‐2

We asked how FAO regulates cell death after chemotherapy. First, to examine the involvement of p53 in FAO‐mediated cell death, we first reduced p53 expression using siRNA against p53. Notably, ETO suppressed cell death in p53 knockdown cells after ETS treatment (**Figure** **5**a; Figure S6a, Supporting Information), implying that FAO might regulate DNA damage‐induced cell death in a p53‐independent manner. Consistent with this observation, we observed similar results in p53 null PC3 human prostate cancer cells (Figure S6b, Supporting Information). Previous studies have shown that caspase‐2 (CASP2) is required for apoptosis in p53‐deficient cells.^[^ ^17^ ^]^ Thus, to investigate the contribution of CASP2 to the FAO‐mediated cell death, we examined CASP2 activity under these conditions. Interestingly, FAO inhibition markedly reduced levels of its cleaved forms after DNA damage (Figure 5b; Figure S6c,d, Supporting Information). Consistent with this observation, ETO was not able to further reduce cell death in CASP2 knockdown cells (Figure 5c; Figure S6e,f, Supporting Information), indicating that FAO might induce cell death by activating CASP2 after chemotherapy.

**Figure 5:**
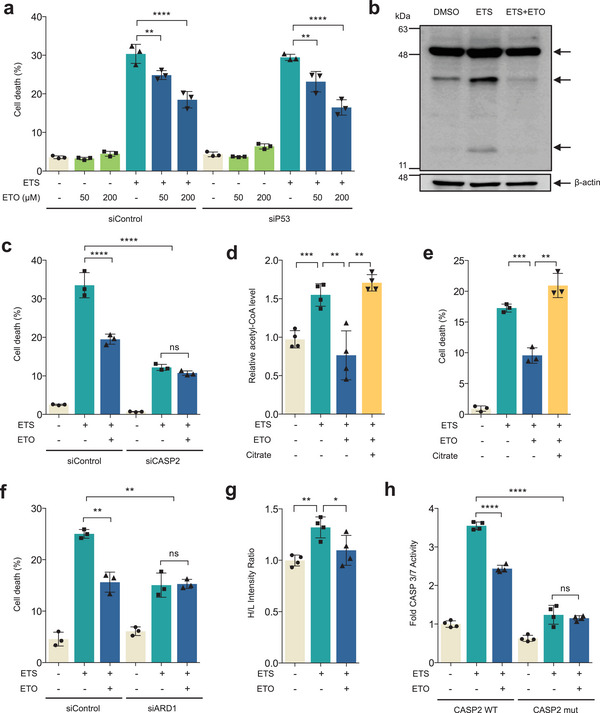
FAO adjusts DNA damage‐induced cell death by N‐alpha‐acetylation of CASP2. a) Cell death of B16F10 cells transfected with nontargeting siRNA (siControl) or with siRNA against P53 (siP53). Cells were treated with ETS (25 µm, 40 h), ETO (50 or 200 µm, 40 h) or both (*n* = 3). b) Cleaved CASP2 expression of 293T cells treated with or without ETO in the presence of ETS. β‐actin serves as a loading control. c) Cell death of B16F10 cells transfected with nontargeting siRNA (siControl) or with siRNA against CASP2 (siCASP2). Cells were treated with or without ETO (50 µm, 40 h) in the presence of ETS (25 µm, 40 h); *n* = 3. Cell death was measured by propidium iodide exclusion assay. d) Relative acetyl‐CoA levels were measured in immortalized MEFs treated with ETO (200 µm, overnight) and/or citrate (10 mm, overnight) in the presence of ETS (25 µm, overnight); *n* = 4. e) Cell death of immortalized MEFs treated with the indicated drugs (*n* = 3). Cell death was measured by propidium iodide exclusion assay. f) Cell death of immortalized MEFs transfected with nontargeting siRNA (siControl) or with siRNA against ARD1 (siARD1). Cells were treated with or without ETO (200 µm, overnight) in the presence of ETS (25 µm, overnight); *n* = 3. Cell death was measured by propidium iodide exclusion assay. g) 293T cells were transfected with FLAG‐tagged CASP2 C320G (active cysteine mutant). Transfected cells were treated with or without ETO (200 µm, 24 h) in the presence of ETS (25 µm); *n* = 4. Lysates were immunoprecipitated with FLAG magnetic beads. The bound proteins were eluted with FLAG peptide and the eluent was performed mass spectrometry. Ratios for levels of N‐terminal acetylation were determined by normalizing to total detection peptides. h) Relative CASP3/7 activity of the indicated cells. HeLa cells were infected with mock vector, hCASP2 WT, or hCASP2 A3P and selected by puromycin (2 µg mL^−1^). Infected cells were transfected with siControl or with siRNA against CASP2 (siCASP2). Both cells were treated with or without ETO in the presence of ETS (*n* = 4). All error bars ±SD. Statistical analysis was performed using one‐way ANOVA with Tukey's multiple comparisons test. *p < 0.05, **p < 0.01, ***p < 0.001, and ****p < 0.0001.

Previous studies have found that N‐alpha‐acetylation of CASP2 is required for its activation, which is dependent on cellular levels of acetyl‐CoA.^[^ ^18^ ^]^ Because FAO is an important source of cellular acetyl‐CoA pools,^[^ ^19^ ^]^ we hypothesized that FAO regulates DNA damage‐induced cell death by promoting CASP2 activity through acetyl‐CoA. To test this idea, we first examined whether FAO induction induces cell death via acetyl‐CoA upon DNA damage. Importantly, we found that ETS treatment elevated intracellular acetyl‐CoA levels (Figure 5d; Figure S6g, Supporting Information). The induction of acetyl‐CoA levels required FAO, as ETO treatment blocked this (Figure 5d; Figure S6g, Supporting Information). As citrate can be converted to acetyl‐CoA by ATP citrate lyase, we suspected that the decreased cell death by ETO could be restored by citrate. As expected, addition of citrate increased cellular acetyl‐CoA levels (Figure 5d; Figure S6g, Supporting Information). Notably, citrate treatment rescued the reduced DNA damage‐induced cell death by FAO inhibition (Figure 5e; Figure S6h, Supporting Information), suggesting that FAO regulates cell death by providing acetyl‐CoA.

Next, to examine the relevance of N‐alpha‐acetylation of CASP2 in the FAO‐mediated cell death, we performed a series of experiments. Arrest defective 1 (ARD1) functions as a catalytic subunit of N‐acetyltransferase protein complexes and it was reported that knockdown of ARD1 disrupts N‐alpha‐acetylation of CASP2 induced by DNA damage.^[^ ^18^ ^]^ We found that knockdown of ARD1 reduced cell death upon DNA damage, consistent with previous work (Figure 5f; Figure S6i, Supporting Information). Importantly, FAO inhibition could no longer affect cell death in ARD1 knockdown cells (Figure 5f). We next explored the direct effects of FAO inhibition on N‐alpha‐acetylation of CASP2 after DNA damage by performing mass spectrometry analysis. Indeed, we observed that the induction of N‐alpha‐acetylation of CASP2 after ETS treatment was significantly impaired by FAO inhibition (Figure 5g; Figure S6j, Supporting Information). Finally, we conducted mutagenesis of CASP2 to disrupt its N‐alpha‐acetylation by replacing the third residue of CASP2 to Pro (A3P)^[^ ^18^ ^]^ and then expressed WT or mutant CASP2 in cells after knockdown of endogenous CASP2 (Figure S6k, Supporting Information). Consistent with our model, ETO treatment suppressed DNA damage‐induced CASP3/7 activities in WT CASP2 expressed cells, whereas it had minimal effects in A3P CASP2 expressed cells (Figure 5h; Figure S6l, Supporting Information). Collectively, these data support the idea that the induction of FAO increased intracellular acetyl‐CoA levels after DNA damage, which promotes cell death by enhancing N‐alpha‐acetylation of CASP2.

### 2.6 Pharmacological Intervention for Improving FAO Rescues Obesity‐Induced Chemoresistance

Our results support a model wherein FAO induction is required for DNA damage‐induced cell death, which is impaired by obesity. These results led us to hypothesized that restoring FAO in tumors of obese mice might inhibit their chemoresistance. We used a diet‐induced obesity (DIO) mouse model to investigate this issue. After 8 weeks on 60% high‐fat diet (HFD), mice weighed 39.1% more than lean, chow diet (CD) control mice (Figure S7a, Supporting Information). To improve FAO induction after chemotherapy, mice subcutaneously injected B16F10 cells were treated with or without WY14643 in the presence of ETS (**Figure** **6**a). First, we tested whether our cellular findings are relevant in this model. In line with our previous results, ETS treatment induced PPARα expression in tumors from control mice, whereas HFD abrogated this induction (Figure 6b). In addition, WY14643 administration strongly induced the expression of PPARα in obese tumors after chemotherapy, whereas it had no further effect on PPARα expression in lean tumors (Figure 6b). Consistent with this, PPARα activation restored the impaired induction of FAO‐related genes in obese tumors after chemotherapy (Figure S7b, Supporting Information). We observed comparable results in ob/ob mice (Figure S7c, Supporting Information). Moreover, we demonstrated that ETS treatment increased acetyl‐CoA levels in lean tumors but not in obese tumors and PPARα activation could rescue the defect in obese tumors (Figure 6c; Figure S7d, Supporting Information). Thus, consistent with previous results, these data indicate that chemotherapy induces FAO in tumors, leading to increased acetyl‐CoA levels, and that obesity impairs this process.

**Figure 6:**
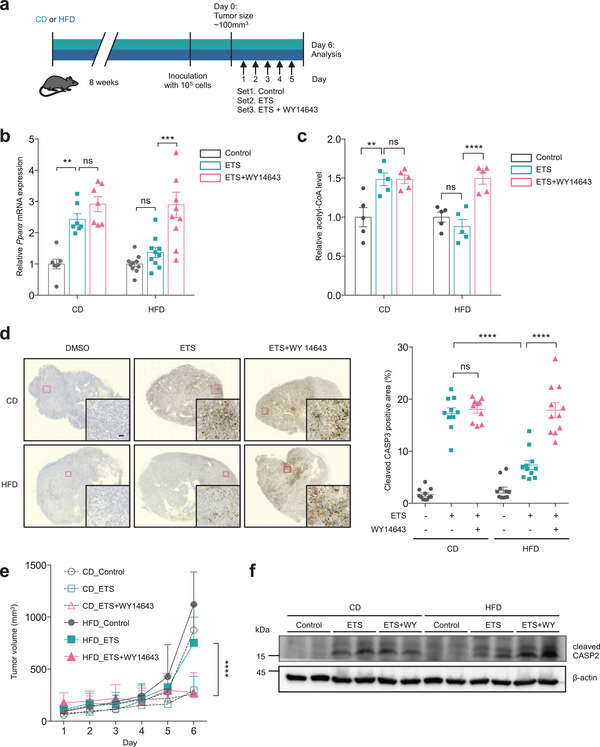
PPARα agonist improves the obesity‐induced chemoresistance. a) Schematic depicting in vivo experimental setup. b,c) b) Relative *Pparα* mRNA (*n* = 7 for CD and *n* = 10 for HFD) and c) acetyl‐CoA (*n* = 5) levels in allograft B16F10 tumors from CD‐ and HFD‐fed mice treated with or without WY14643 (40 mg kg^−1^ five times via i.p. injection) in the presence of ETS (20 mg kg^−1^ five times via i.p. injection). Statistical analysis was performed using two‐way ANOVA with Tukey's multiple comparisons test. d) Immunohistochemistry of cleaved CASP3 expression in lean and obese tumors treated with or without WY14643 in the presence of ETS. Scale bar represents 50 µm. Statistical analysis was performed using one‐way ANOVA with Tukey's multiple comparisons test. e) Tumor volume of B16F10 tumors in CD‐ and HFD‐fed mice treated with or without WY14643 in the presence of ETS. f) Immunoblot for cleaved CASP2 in lean and obese tumors treated with or without WY14643 in the presence of ETS. All error bars ±SEM. **p < 0.01, ***p < 0.001, and ****p < 0.0001.

To validate the effect of FAO induction on the sensitivity of tumor cells after chemotherapy, we examined tumors from CD‐ or HFD‐fed mice. As expected, chemotherapy‐induced cell death was significantly reduced in tumors from HFD‐fed mice compared with those from CD‐fed mice (Figure 6d). Importantly, the treatment of WY14643 potently synergized with ETS to induce a strong increase of cleaved CASP3 in tumors from HFD‐fed mice, resulting in reduced tumor volume in these mice (Figure 6d,e). Consistent with our previous results, WY14643 was able to increase CASP2 activity in obese tumors (Figure 6f; Figure S7e, Supporting Information). However, we found that the combination did not induce the synergistic effects in tumors from control mice (Figure 6d–f; Figure S7e, Supporting Information). Collectively, these results demonstrate that the treatment aimed at improving FAO synergizes with chemotherapy to kill tumor cells in obese mice.

## 3 Discussion

In this study, we demonstrate that FAO regulates DNA damage‐induced cell death with important implications for obesity‐induced chemoresistance. Our study shows that FAO is induced after chemotherapy, which is abrogated by obesity (Figure 1). We find that the induction of FAO is required for apoptotic cell death in response to DNA damage (Figure 2). Molecularly, DNA damage induces FAO via PPARα, which is suppressed by obesity‐mediated hypoxia (Figure 3, 4). We demonstrate that increased acetyl‐CoA production by FAO contributes to DNA damage‐induced cell death by promoting N‐alpha‐acetylation of CASP2, highlighting the potential importance of this pathway in the regulation of chemoresistance of cancer cells (Figure 5). This idea is further validated by the finding that improving FAO reduces obesity‐induced chemoresistance (Figure 6). Taken together, our studies provide important insight into the role of FAO as a regulator of DNA damage‐induced cell death and uncover a mechanism whereby obesity promotes chemoresistance of tumor cells by inhibiting this critical metabolic response to DNA damage.

Our studies reveal the significant impact of hypoxia on obesity‐driven chemoresistance. Hypoxia is a defining feature of solid tumors.^[^ ^20^ ^]^ Previously, it has been shown that hypoxia leads to resistance to cancer therapies and a higher HIF1α expression is closely associated with poor prognosis in many cancers, including ovarian, colorectal and breast cancers.^[^ ^21^ ^]^ As inhibiting HIF1α shows efficacy in restoring the decreased response to cancer therapy, it has been proposed that targeting HIF1α has therapeutic potential for efficient cancer treatment.^[^ ^22^ ^]^ In this study, we demonstrate that obesity aggravates HIF1α stabilization in tumors, inhibiting PPARα‐dependent FAO induction after chemotherapy and, thus, suppressing cell death. Importantly, we suggest that the increased FAO is not simply compensative response for maintaining energy homeostasis. Rather, FAO actively functions as an important metabolic regulator of cell death by activating the CASP2‐dependent apoptosis pathway. Thus, taken together, these data provide a molecular mechanism whereby hypoxia leads to resistance of cancers to DNA damaging therapies, such as chemotherapy and radiation.

Chemotherapy is designed to kill cancer cells.^[^ ^23^ ^]^ However, when cancer cells experience non‐lethal doses, they can remain to survive or proliferate, or drug‐resistant subpopulations can be emerged by clonal expansion.^[^ ^24^ ^]^ Thus, appropriate chemotherapy doses are crucial for treatment efficacy. Because chemotherapy entails systemic treatment with cytotoxic agents, optimal doses for normal‐weight patients are often not enough for overweight or obese patients.^[^ ^25^ ^]^ Although doses of drugs are determined by using the body surface area, many obese patients received suboptimal chemotherapy dosing, such as due to concerns regarding toxicity, which leads to limited treatment efficacy in obese patients.^[^ ^26^ ^]^ However, given that obese patients are more likely to develop several complications including peripheral neuropathy and that chemotherapy can cause neurotoxicity, selecting optimal chemotherapy doses for obese patients is challenging.^[^ ^26^, ^27^ ^]^ We propose that enhanced FAO significantly attenuates obesity‐induced drug resistance. As a proof of concept, we show that PPARα activation synergizes with chemotherapy to induce robust cell death in obese tumors without increasing chemotherapy doses. Thus, our findings may help to develop chemotherapeutic approaches for cancer patients with overweight or obesity.

Although our current work highlights the potential role of FAO induction by PPARα in ameliorating obesity‐driven chemoresistance, it does not preclude the involvement of other PPARα‐dependent pathways. As PPARα plays crucial roles in cellular lipid homeostasis,^[^ ^28^ ^]^ it may regulate DNA damage‐induced cell death via other branches of lipid metabolism or other targets. In this regard, fatty acid degradation is closely associated with lipolysis process and lipophagy formation. As these lipid‐related pathways lead to the regulation of cell death through lipotoxicity or lipid peroxidation‐induced ferroptosis,^[^ ^29^ ^]^ it will be important for future work to examine how these pathways coordinately regulates cell survival and death upon genotoxic stress. Additionally, it has been reported that DNA damage induces mitochondrial biogenesis through the activation of AMP‐activated protein kinase (AMPK).^[^ ^30^ ^]^ Thus, an increased mitochondrial mass may contribute to the enhanced FAO after DNA damage. On the other hand, we demonstrate that FAO induction in cancer cells contributes to cell death after chemotherapy. However, it is important to note that in vivo cancer tissues consist of several types of cells, including cancer cells, cancer stem cells, inflammatory cells, adipocytes, and various related tissue cells.^[^ ^31^ ^]^ This heterogeneity of the cancer microenvironment could affect the FAO‐mediated cell death. In addition, metabolic alteration is a key feature of many cancer cells, which may influence this pathway. For example, metastatic cancer cells exhibit an aberrant dependency on FAO.^[^ ^32^ ^]^ Previously, it has been shown that FAO inhibition re‐sensitize radiation‐resistant nasopharyngeal carcinoma cells to radiation‐therapy.^[^ ^33^ ^]^ As therapy‐resistant cancer cells acquire resistance, they often undergo metabolic shifts or remodeling, potentially affecting the FAO‐dependent DNA damage‐induced cell death. Last, there may be cancer‐type‐specific differences, as different cancer cells have different metabolic dependencies.

This study identifies an essential role of FAO in the DNA damage response by regulating cell death. As the DNA damage response is essential for maintaining cellular and organismal homeostasis, dysregulations of this pathway cause stress‐induced premature senescence and are frequently reported in accelerated aging syndromes.^[^ ^34^ ^]^ We found that cells with the defective FAO induction upon DNA damage resist to cell death. As senescence is an alternative decision for cells when they bypass death,^[^ ^35^ ^]^ surviving cells can enter a senescence‐like state. Intriguingly, recent studies have reported that defects or dysregulations of FAO are observed in senescent cells or in aged tissues.^[^ ^36^ ^]^ Thus, it is plausible that defects in this metabolic response involving FAO regulation could be one of the causes of the undesirable accumulation of senescent cells during aging.

In sum, our work illustrates that FAO is intimately involved in cellular response to genotoxic stress, in part by regulating DNA damage‐induced cell death. Moreover, we found that improving this metabolic response could alleviate obesity‐driven chemoresistance. Given the essentiality of metabolism in cell fate decision and cancer progression, these findings may hold profound implications for developing novel therapeutic strategies for cancer as well as for elucidating the cellular metabolic response to stress.

## 4 Experimental Section

### Cell Lines

Primary MEFs were immortalized using SV40 large T antigen at passage 3. MEFs, B16F10, 293T, HeLa, HepG2 and PC3 cells were cultured in Dulbecco's modified Eagle's medium [DMEM high Glucose (with 4500 mg L^−1^ D‐glucose and L‐glutamine and without sodium pyruvate)] (WelGENE, LM001‐07) supplemented with 10% FBS (Gibco, 16000–044) and penicillin/streptomycin (Biowest, L0022‐100). The PPARα knockdown cell lines were generated via lentivirus. shRNAs for PPARα (TRCN0000026028 and TRCN0000026046) were purchased from Sigma‐Aldrich. The sequences for shRNAs were: GCTCCTTTGATATGATACTTT for shPPARα #1 (TRCN0000026028), GCTATGAAGTTCAATGCCTTA for shPPARα #2 (TRCN0000026046). Lentiviral supernatants were produced by transfecting 293T cells using Lipofectamine 2000 (Invitrogen). B16F10 cells were infected with viral supernatant supplemented with 8 mg mL^−1^ polybrene. Puromycin (2 µg mL^−1^) was used to select shRNA or control expressing cells. Cells were cultured at 37 °C and 5% CO_2_ in a humidified incubator. Hypoxic cultures were performed in Thermo Fisher Forma Anaerobic system (Thermo fisher scientific, 1029), 5% CO_2_ and less than 1% O_2_.

### Mice

All animal experiments were performed according to the National Institutes of Health's Guide for the Care and Use of Laboratory Animals, with approval of the Animal Experiment Ethics Committee of the Catholic University of Korea, College of Medicine. 4‐week‐old C57BL/6J and ob/ob mice were purchased from Central Lab Animal Inc (Korea). 4‐week‐old C57BL/6 mice were purchased from Orient Bio (Korea). Mice were maintained in a specific pathogen‐free facility with 12 h light and 12 h dark cycles.

### Mouse Tumor Models

6‐week old C57BL/6J or ob/ob mice were injected subcutaneously in the abdominal flank with 1 × 10^5^ B16F10 cells. Tumor volumes were measured using the following ellipsoid formula: volume (mm^3^) = 0.5 × length × (width^2^), where length indicates the long diameter and width is the short diameter. When the tumor volumes reached ≈100 mm^3^, ETS (20 mg kg^−1^) and WY14643 (40 mg kg^−1^) were intraperitoneally administered five times everyday. For a diet‐induced obesity mice model, 5‐week old C57BL/6 mice were fed normal CD or 60% HFD (Research Diets, D12492) for 8 weeks. After 8 weeks of CD or HFD feeding, mice were injected subcutaneously in the abdominal flank with 1 × 10^5^ B16F10 cells. When the tumor volumes reached ≈100 mm^3^, ETS (20 mg kg^−1^) and WY14643 (40 mg kg^−1^) were intraperitoneally administered five times everyday. A day after a course of treatment, mice were sacrificed for collection of tumor tissue.

### Antibody

β‐actin (Genetex, GTX109639), CPT1A (Abcam, ab234111; Cell signaling, 12252S), ACADL (Proteintech, 17526‐1‐AP), PPARα (Abcam, ab215270; Abcam, ab24509; Milipore, MAB3890), CASP2 (Enzo, 11B4), Cleaved CASP3 (Cell signaling, 9664S), and HIF1α (Cayman, 10006421).

### Reagent

ETS (E1383), ETO (E1905), GW6471 (G5045), WY14643 (C7081), DMOG (D3695), CPT (C9911), Cisplatin (PHR1624), Cycloheximide (C4859), Palmitic acid (P0500), Oleic acid (O1008), Sodium citrate (PHR1416), Actinomycin D (A1410), Anti‐FLAG M2 Magnetic Beads (M8823), and FLAG Peptide (F3290) were purchased from Sigma‐Aldrich. Lipofectamine RNAiMAX (13778150) and Lipofectamine 2000 (11668019) were purchased from Invitrogen.

### siRNAs and Transfection

20 nm siRNAs were transfected in cells right after being seeded at a density of 30–50% confluency depending on experiments using Lipofectamine RNAiMAX (Invitrogen, 13778150) according to the manufacturer's protocols. Cells were harvested ≈24–40 h post‐transfection as described in the figure legends. Human CASP2 siRNA (hs.Ri.CASP2.13.1), mouse HIF1α siRNA #2 (mm.Ri.Hif1a.13.1), and mouse PPARα siRNA (mm.Ri.Ppara.13.1, mm.Ri.Ppara.13.3) were purchased from Integrated DNA Technologies. The oligomer sequences were: AAGAAGGCAAGCCAACCUUAGCUAC for human siCASP2 (hs.Ri.CASP2.13.1); CAGGGTCACTTGGAAGACTTA for mouse siCASP2; GGAGCGACUCUUCAAUACUUCCCGCAUCC for mouse siCPT1A; CCAACACCCUCAACUUUCAGAUCAG for mouse siARD1; GUGGAUAGCGAUAUGGUCAUU for mouse HIF1α siRNA #1; GAUAUGUUUACUAAAGGACAAGUCA for mouse HIF1α siRNA #2 (mm.Ri.Hif1a.13.1); GAAAGUCCCUUAUCUGAAGAAUUCT for mouse PPARα siRNA #1 (mm.Ri.Ppara.13.1); GACCAAGUCACCUUGCUAAAGUACG for mouse PPARα siRNA #2 (mm.Ri.Ppara.13.3); CACCUCACUGCAUGGACGAUCUGUU for mouse P53 siRNA; GGAGCAUCCUCACCGGCAA for mouse PPARβ siRNA; GCCCUUUACCACAGUUGAU for mouse PPARγ siRNA.

### RNA Extraction and Quantitative RT‐PCR

RNA was isolated from cell lines or tumor tissues using Trizol (Invitrogen, 15596026) according to the manufacturer's instructions. 0.5 µg of total RNA was reverse‐transcribed using the PrimeScript RT Master Mix (Takara, RR036A). Quantitative RT‐PCR was performed using SYBR Green I Master (Roche, 04887352001) on a Lightcycler 480 (Roche). The level of gene expression was normalized to β‐actin. The primer sequences used for qPCR are listed in Supplementary Table (Supporting Information).

### Western Blotting

Cells were lysed with EZ‐RIPA lysis buffer (ATTO, WSE‐7420) supplemented with protease inhibitor cocktail (Roche, 11873580001). Cell lysates were separated by SDS‐PAGE and transferred onto nitrocellulose membranes (GE Healthcare) or polyvinylidene fluoride membranes (GE Healthcare). The membranes were blocked for 1 h in 5% nonfat milk or 3% BSA and then incubated with primary antibodies overnight at 4 °C. After washing five times in 1X TBST, the membranes were incubated with species‐specific secondary antibodies and detected using LAS 4000.

### Flow Cytometric Measurement of Cell Death

Cells at less than 70% confluence were treated with drugs. After treatment, cells were harvested by trypsinization, pelleted by centrifugation, and resuspended in PBS. The measurement of cell death was performed by flow cytometry using propidium iodide (PI) staining and/or annexin V staining (BD Biosciences, 556547).

### Caspase 3/7 GLO

Cells were plated into 96‐well plates at 2000 cells per well in 100 µL of growth media. Casp2 WT and CASP2 mutant (A3P) stable cell lines were transfected with siCASP2 for 24 h and plated into 96‐well plates at 2000 cells per well in 100 µL of growth media. The following day, cells were treated with ETS, ETO, or both. 100 µL of Caspase‐GLO 3/7 reagent (Promega, G8091) were added to each well of white‐walled 96‐well plate and incubated at room temperature for 30 min. After incubation, the luminescent signal was detected using plate‐reading luminometer.

### Acetyl‐CoA Measurement

Cellular acetyl CoA level was detected by PicoProbe Acetyl CoA assay kit (Abcam, ab87546) according to the manufacturer's instructions. Briefly, 2 × 10^6^ cells were harvested, resuspended in 500 µL of assay buffer on ice, and then homogenized using dounce homogenizer on ice. After centrifugation at 10000 g for 10 min at 4 °C, perchloric acid was added to a final concentration of 1 m in the supernatants. After centrifugation, the supernatants were neutralized with KOH. The samples were added CoA Quencher and then added Quencher Remover. The samples were supplied with reaction mix (assay buffer, substrate mix, conversion enzyme, enzyme mix, and PicoProbe) and measured using microplate reader (Ex/Em = 535/587 nm). The acetyl‐CoA standard was used in the range of 0–100 pm.

### Cloning

Human FLAG‐CASP2 WT overexpression vector was constructed by PCR‐amplifying human CASP2 with cloning primers containing NgoMIV restriction site using PfuUltra II Fusion HS DNA polymerase (Agilent) from human cDNAs. FLAG‐hCASP2 A3P was generated by PCR amplifying using the same reverse cloning primer of FLAG‐CASP2 WT cloning and the forward primer replaced the third residue of CASP2 with proline. The digested insert was ligated into pBabe vector using ligase (Takara, 2011A). FLAG‐CASP2 C320G mutant was generated using mutagenesis kit (Agilent, 200523) according to the manufacturer's instructions. Primer sequences for cloning were: GCCGGCATGGCGGCGCCGAGCGCGGGG and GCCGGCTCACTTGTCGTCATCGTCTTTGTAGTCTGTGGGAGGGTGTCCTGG for human CASP2 WT with C‐terminal FLAG; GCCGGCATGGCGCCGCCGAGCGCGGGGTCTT and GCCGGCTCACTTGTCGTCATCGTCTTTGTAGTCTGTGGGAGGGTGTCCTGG for human CASP2 A3P with C‐terminal FLAG; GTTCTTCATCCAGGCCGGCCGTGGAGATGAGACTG and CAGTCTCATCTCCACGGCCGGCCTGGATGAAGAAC for human CASP2 C320G mutagenesis.

### Mass Spectrometry

293T cells were transiently transfected with FLAG‐tagged CASP2 overexpression vector containing active cysteine mutation (C320G) to reduce cell death. Cells were treated with or without ETO in the presence of ETS for 24 h and then lysed with 0.2% Tween 20 and 0.2% Triton X‐100 buffer with protease inhibitors and phosphatase inhibitors. FLAG‐tagged CASP2 was immunoprecipitated with FLAG M2 magnetic beads (Sigma‐Aldrich, M8823) overnight at 4 °C. The beads were washed five times with lysis buffer and additionally washed three times with PBS. The bound proteins were eluted with FLAG peptide. The Eluants were analyzed by mass spectrometry performed by the Proteomics Core Facility at the School of Biological Sciences in Seoul National University.

### Immunohistochemistry

Tumors were fixed in 4% paraformaldehyde and embedded in paraffin. Paraffin‐embedded tumors were sectioned at 3 µm thickness and section slides were deparaffinized, rehydrated, and incubated with citrate buffer (ImmunoBioScience, AR‐6544‐05) at 95 °C for antigen retrieval. The slides were incubated in 1.4% hydrogen peroxide/methanol for quenching endogenous peroxidase activity and blocked with 2.5% normal horse serum (Vector Laboratories, MP‐7401) for 1 h. The slides were incubated with anti‐cleaved Caspase 3 (Cell signaling, 9664S) or anti‐HIF1α antibodies (Cayman, 10006421) at 4 °C overnight. The following day, the slides were incubated with a micropolymer HRP‐conjugated secondary antibody (Vector Laboratories, MP‐7401) for 1 h at room temperature. Antigens were revealed by DAB (Vector Laboratories, SK‐4100) and then the slides were counterstained with EASYSTAIN Harris Hematocylin (YD diagnostics, S2‐5). Finally, the slides were dehydrated in increasing concentrations of ethanol, mounted with Permount mounting medium (Fisher Scientific, SP 15–100), and imaged using Axio Scan.Z1 (ZEISS).

### Fatty Acid Oxidation

HepG2 cells were cultured overnight in media containing 100 µm palmitate and 1 mm carnitine. Cells were pulsed with 1.7 µCi [9,10(n)−3H]palmitic acid (GE Healthcare) for 2 h. To analyze the released 3H2O, the medium was collected and eluted using ion exchange columns packed with DOWEX 1 × 2‐400 ion exchange resin (Sigma).

### Oxygen Consumption Rate Measurement

OCR was measured using the Seahorse XFe96 Extracellular Flux Analyzer (Seahorse Bioscience). Briefly, cells were seeded in XFe96 cell culture microplates and cultured in DMEM supplemented with 10% fetal bovine serum, 100 U mL^−1^ of penicillin, and 100 µg mL^−1^ of streptomycin at 37 °C in a humidified 5% CO_2_ atmosphere. Thereafter, the cells were pre‐treated with BSA, PA, GW, WY, and/or ETS for 6 h. Afterward the cell medium was replaced with assay medium and the cells were transferred to a CO_2_ free incubator and maintained at 37 °C for 1 h before the assay. FAO was measured using Seahorse XF Palmitate Oxidation Stress Test Kit (Agilent, 103693‐100) according to the manufacturer's protocols. ETO (40 µm) was added to the respective cells 15 min prior to running the assay in the Seahorse analyzer. Finally, BSA or Palmitate‐BSA was added to the appropriate wells immediately before running the assay. The injection ports were loaded with 1.5 µm oligomycin A, 2 µm carbonyl cyanide‐4‐(trifluoromethoxy) phenylhydrazone (FCCP), and 1 µm rotenone/antimycine A. Following calibration, OCR measurements were recorded at every cycle of mixing (3 min) and measurement (3 min) for 75 min. Results were analyzed using Seahorse XFe96 Wave software (Agilent). FAO‐dependent OCR (ΔOCR) was determined as the (OCR untreated with ETO – OCR treated with ETO).

### PPARα Transcription Factor Assay

PPARα’s transcriptional activity was measured using the PPARα Transcription Factor Assay Kit (ab133107, Abcam) according to the manufacturer's instructions. Nuclear lysate was added to a 96‐well plate that was coated with a specific double‐stranded DNA (dsDNA) containing the peroxisome proliferator response element (PPRE) sequence. Samples were incubated overnight at 4 °C, and after five times washing, the primary antibody targeting PPAR‐α was added for 1 h. HRP‐conjugated secondary antibodies were added following five times washes. After adding the developing buffer for 45 min, stop solution added the samples. The samples were measured the absorbance at 450 nm.

### RNA Sequencing

RNA was isolated from tumor tissues of C57BL/6J and ob/ob mice pre‐ and post‐chemotherapy using Trizol reagent according to the manufacturer's instructions. RNA sequencing libraries were prepared using TruSeq Stranded mRNA LT Sample Prep Kit and sequenced with 101 bp paired‐ends on an Illumina platform at MacrogenTM (Seoul, South Korea). Reads were aligned to the mm10 genome using HISAT v2.1.0. HISAT utilizes two types of indexes for alignment (a global, whole‐genome index and tens of thousands of small local indexes). These two types of indexes were constructed using the same BWT (Burrows–Wheeler transform)/ a graph FM index (GFM) as Bowtie2. Because of its use of these efficient data structures and algorithms, HISAT generates spliced alignments several times faster than Bowtie and BWA widely used. Aligned reads were performed transcription assembly using StringTie v2.1.3b. Expression profiles were extracted using FPKM and TPM values and differentially expressed genes (DEGs) were identified based on |fold change| > 2 and the *p*‐value < 0.05. Gene set enrichment analysis was performed based on KEGG database. RNA seq data were deposited in the Gene Expression Omnibus under accession code GSE208632.

### RNA‐Sequencing Analysis

The relative abundances of genes were measured in Read Count using StringTie. The statistical analysis was performed to find differentially expressed genes using the estimates of abundances for each gene in samples. Genes with one more than zeroed Read Count values in the samples were excluded. To facilitate log2 transformation, 1 was added to each Read Count value of filtered genes. Filtered data were log2‐transformed and subjected to TMM normalization. Statistical significance of the differential expression data was determined using exactTest using edgeR and fold change in which the null hypothesis was that no difference exists among groups. False discovery rate (FDR) was controlled by adjusting p value using Benjamini–Hochberg algorithm. For DEG set, hierarchical clustering analysis was performed using complete linkage and Euclidean distance as a measure of similarity. Gene‐enrichment and functional annotation analysis and pathway analysis for significant gene lists were performed based on gProfiler and KEGG pathway.

### Statistical Analyses

Sample numbers and sizes were indicated by dots. Statistical significance was calculated using two‐tailed Student's *t*‐test to compare two groups and one‐way ANOVA or two‐way ANOVA to compare multiple comparisons. All experiments were performed at least two independent experiments and the sample number of each experiment were more than 3. All statistical analyses and *p* values are described in the figure legends. Statistical analyses were performed using GraphPad Prism 6 software. Error bars represented as mean ±SD or ±SEM. *p < 0.05, **p < 0.01, ***p < 0.001, and ****p < 0.0001.

### Data Availability

RNA‐seq data were deposited in the Gene Expression Omnibus under accession code GSE208632. All other data supporting the findings of this study are available by request to the corresponding author.

## Conflict of Interest

The authors declare no conflict of interest.

## Author Contributions

S.M.J. designed the study and wrote the main manuscript text. S.H. performed the experiments, analyzed the data, and wrote the manuscript. S.Y., K.P., B.K., M.K., S.S., A.Y., J.A., and J. J. performed the experiments and reviewed the manuscript. Y.S.Y. and R.H.S. reviewed the manuscript.

## Supporting information

Supporting Information

## Data Availability

The data that support the findings of this study are available on request from the corresponding author. The data are not publicly available due to privacy or ethical restrictions.

# Supplementary material for: Induction of Fatty Acid Oxidation Underlies DNA Damage‐Induced Cell Death and Ameliorates Obesity‐Driven Chemoresistance
**Source:** Adv Sci (Weinh). 2023 Dec 25;11(10):2304702. doi: 10.1002/advs.202304702
**Supplement:** Supplementary file 1 — Supporting Information

## Supporting Information

for *Adv. Sci.*, DOI 10.1002/advs.202304702

Induction of Fatty Acid Oxidation Underlies DNA Damage-Induced Cell Death and Ameliorates Obesity-Driven Chemoresistance

*Sunsook Hwang, Seungyeon Yang, Kyungsoo Park, Byungjoo Kim, Minjoong Kim, Seungmin Shin, Ahyoung Yoo, Jiyun Ahn, Juneil Jang, Yeong Shin Yim, Rho H. Seong and Seung Min Jeong\**

## Supporting Information

### **Induction of fatty acid oxidation underlies DNA damage-induced cell death and ameliorates obesity-driven chemoresistance**

*Sunsook Hwang, Seungyeon Yang, Kyungsoo Park, Byungjoo Kim, Minjoong Kim, Seungmin Shin, Ahyoung Yoo, Jiyun Ahn, Juneil Jang, Yeong Shin Yim, Rho Hyun Seong, and Seung Min Jeong\**

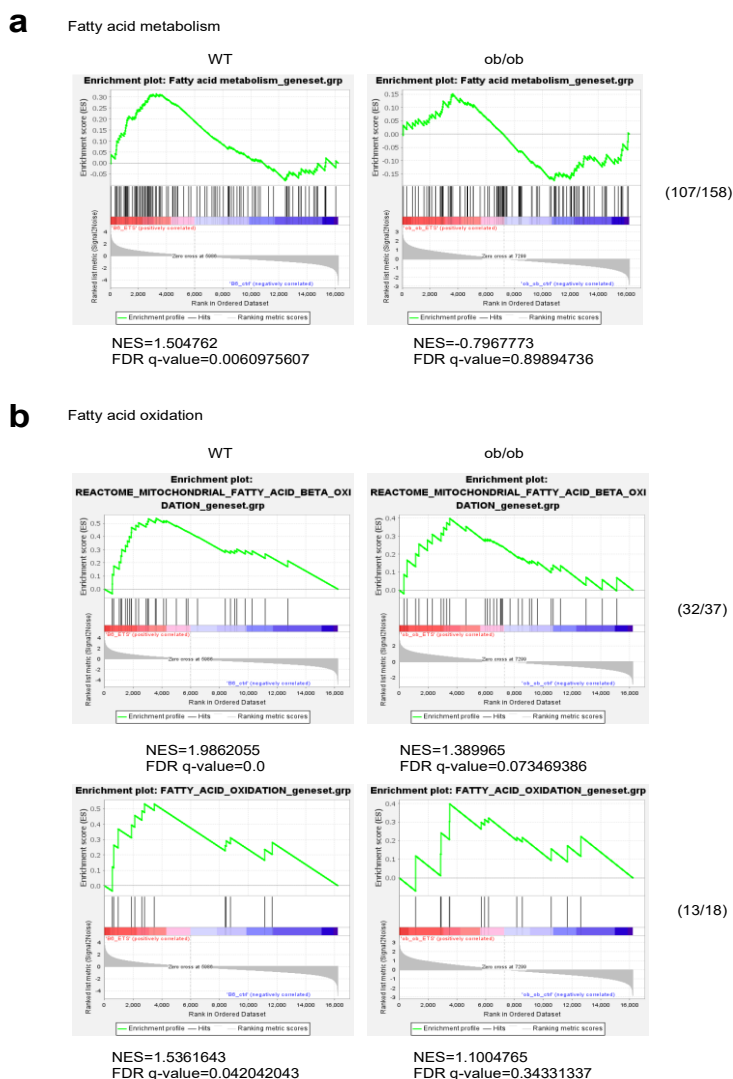

**Figure S1. FAO is increased in lean tumors upon chemotherapy, but these changes are not significant in obese tumors.**

(a and b) Gene set enrichment analysis (GSEA) enrichment score curves of post-chemotherapy vs pre-chemotherapy from lean tumors and obese tumors. The analysis demonstrates (a) fatty acid metabolism and (b) fatty acid oxidation of post- vs pre-chemotherapy in tumors from lean and obese mice.

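Gene set enrichment analysis ranks all genes by how far they differ between the tumors after and before chemotherapy and asks whether the genes of a set gather at either end of the ranking. With genes ranked by signal-to-noise ratio, as the original GSEA program does by default, and the compiled lists in place of the sets of Fig. S1, normalized enrichment scores were 1.81 for fatty acid degradation in lean tumors (adjusted p = 0.00470) and 1.50 in obese tumors (adjusted p = 0.0319). For mitochondrial beta-oxidation they were 2.21 in lean tumors (adjusted p = 1.96e-05) and 1.80 in obese tumors (adjusted p = 0.00236), computed with fgsea over gene permutations, which does not account for the correlation between genes.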

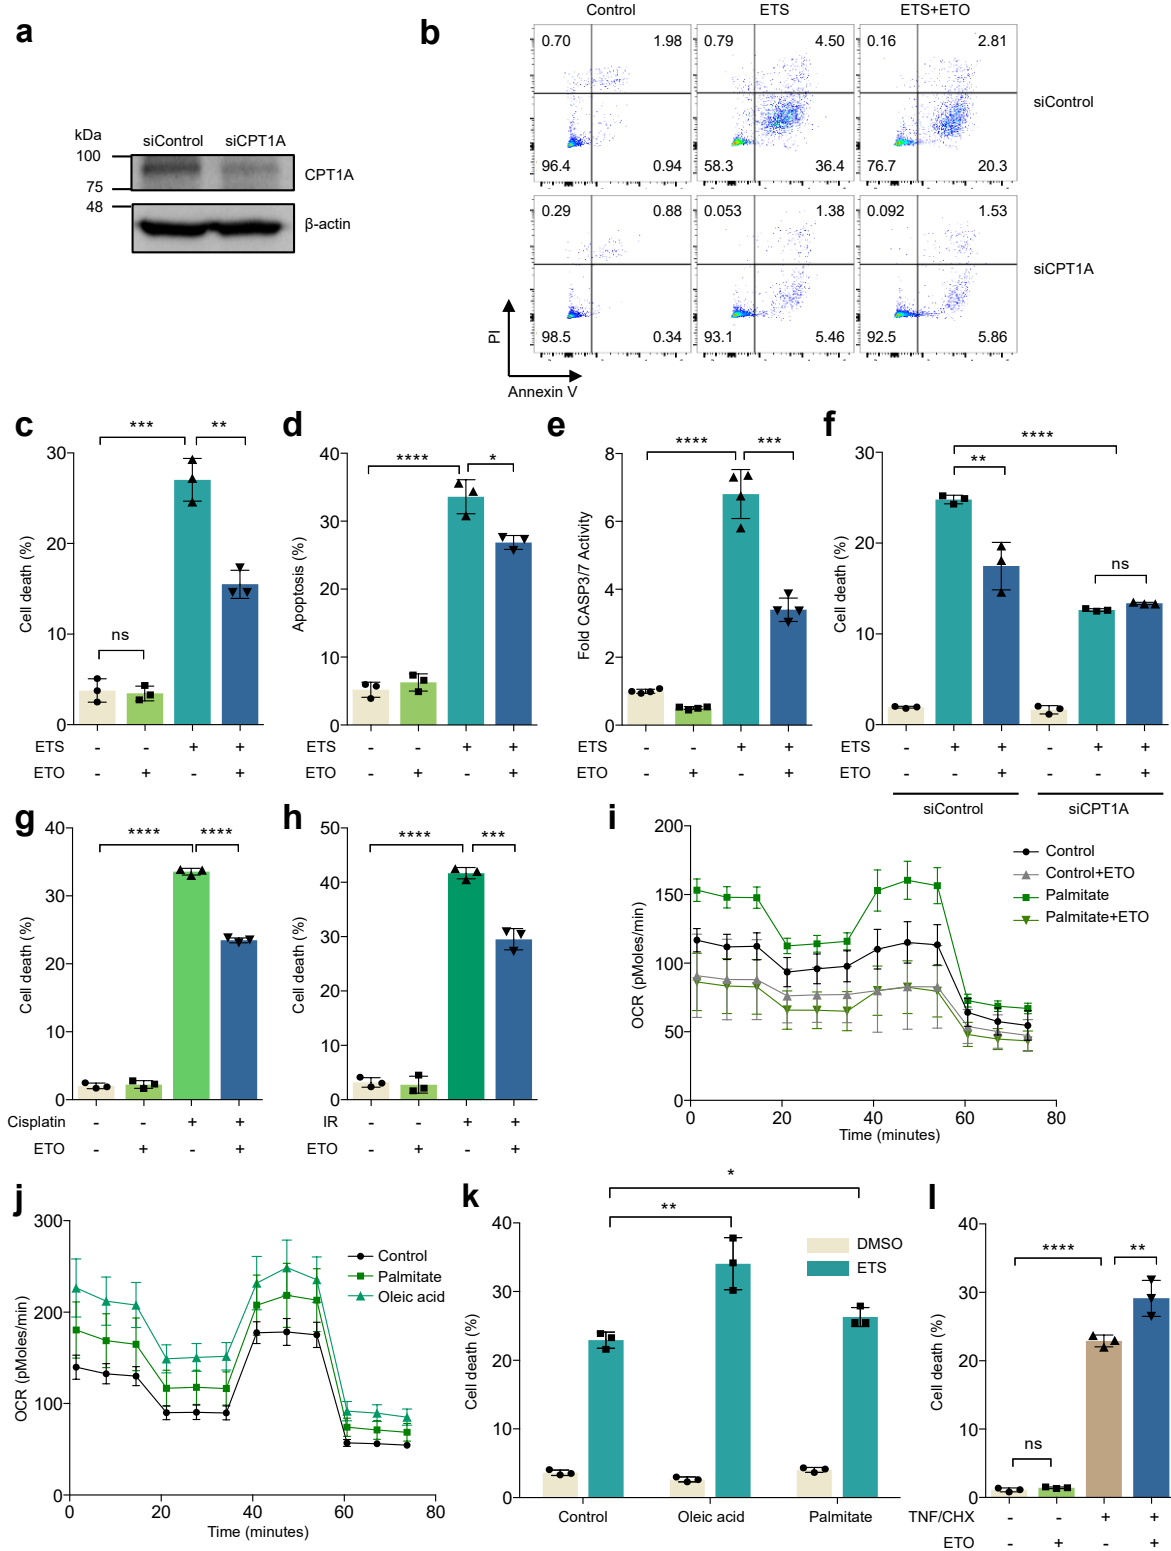

**Figure S2. FAO is induced through DNA damage-induced cell death.**

(a) CPT1A protein levels in cells expressing a control siRNA or siRNAs to CPT1A. (b) Representative FACS plots of B16F10 cells transfected with nontargeting siRNA (siControl) or with siRNA against CPT1A (siCPT1A). Cells were treated with or without ETO (50  $\mu$ M, 40 h) in the presence of ETS (25  $\mu$ M, 40 h). Cell death was measured by propidium iodide and annexin V co-staining. (c-e) Cell death of immortalized MEFs treated with ETS (25  $\mu$ M, overnight), ETO (200  $\mu$ M, overnight) or both (n = 3). PI/propidium iodide exclusion assay (c), Annexin V staining (d), and Casp3/7 GLO assay (e) measured cell death. (f) Cell death of immortalized MEFs transfected with nontargeting siRNA (siControl) or with siRNA against CPT1A (siCPT1A). Cells were treated with or without ETO (200  $\mu$ M, overnight) in the presence of ETS (25  $\mu$ M, overnight) (n = 3). Cell death was measured by propidium iodide exclusion assay. (g) Cell death of immortalized MEFs treated with cisplatin (40  $\mu$ M, 24 h), etomoxir (200  $\mu$ M, 24 h) or both (n = 3). Cell death was measured by propidium iodide exclusion assay. (h) Cell death of immortalized MEFs exposed to 30 Gy of IR and then treated with or without ETO (200  $\mu$ M) for 3 days (n = 3). Cell death was measured by propidium iodide exclusion assay. For c-h, statistical analysis was performed using one-way ANOVA with Tukey's multiple comparisons test. (i) OCR for B16F10 cells treated with or without palmitate (100  $\mu$ M, 6 h). The cell medium was replaced with assay media and the cells were incubated in a CO<sub>2</sub> free incubator at 37°C for 1 h before the assay. FAO was measured using Seahorse XF Palmitate Oxidation Stress Test Kit. ETO (40  $\mu$ M) was treated 15 min prior to running assay, and then Palmitate-BSA was added to the wells immediately before running assay. (j) OCR for immortalized MEFs treated with of oleic acid (200  $\mu$ M, 12 h) or palmitate (200  $\mu$ M, 12h). (k) Cell death of immortalized MEFs treated with ETS (25  $\mu$ M, overnight) in the presence of oleic acid (200  $\mu$ M, overnight) or palmitate (200  $\mu$ M, overnight). (l) Cell death of immortalized MEFs treated with TNF/CHX (10 ng/ml of TNF $\alpha$  and 1 mg/ml of cyclohexamide, 24 h), ETO (200  $\mu$ M, 24 h) or both (n = 3). All error bars  $\pm$ SD. \*p < 0.05, \*\*p < 0.01, \*\*\*p < 0.001 and \*\*\*\*p < 0.0001.

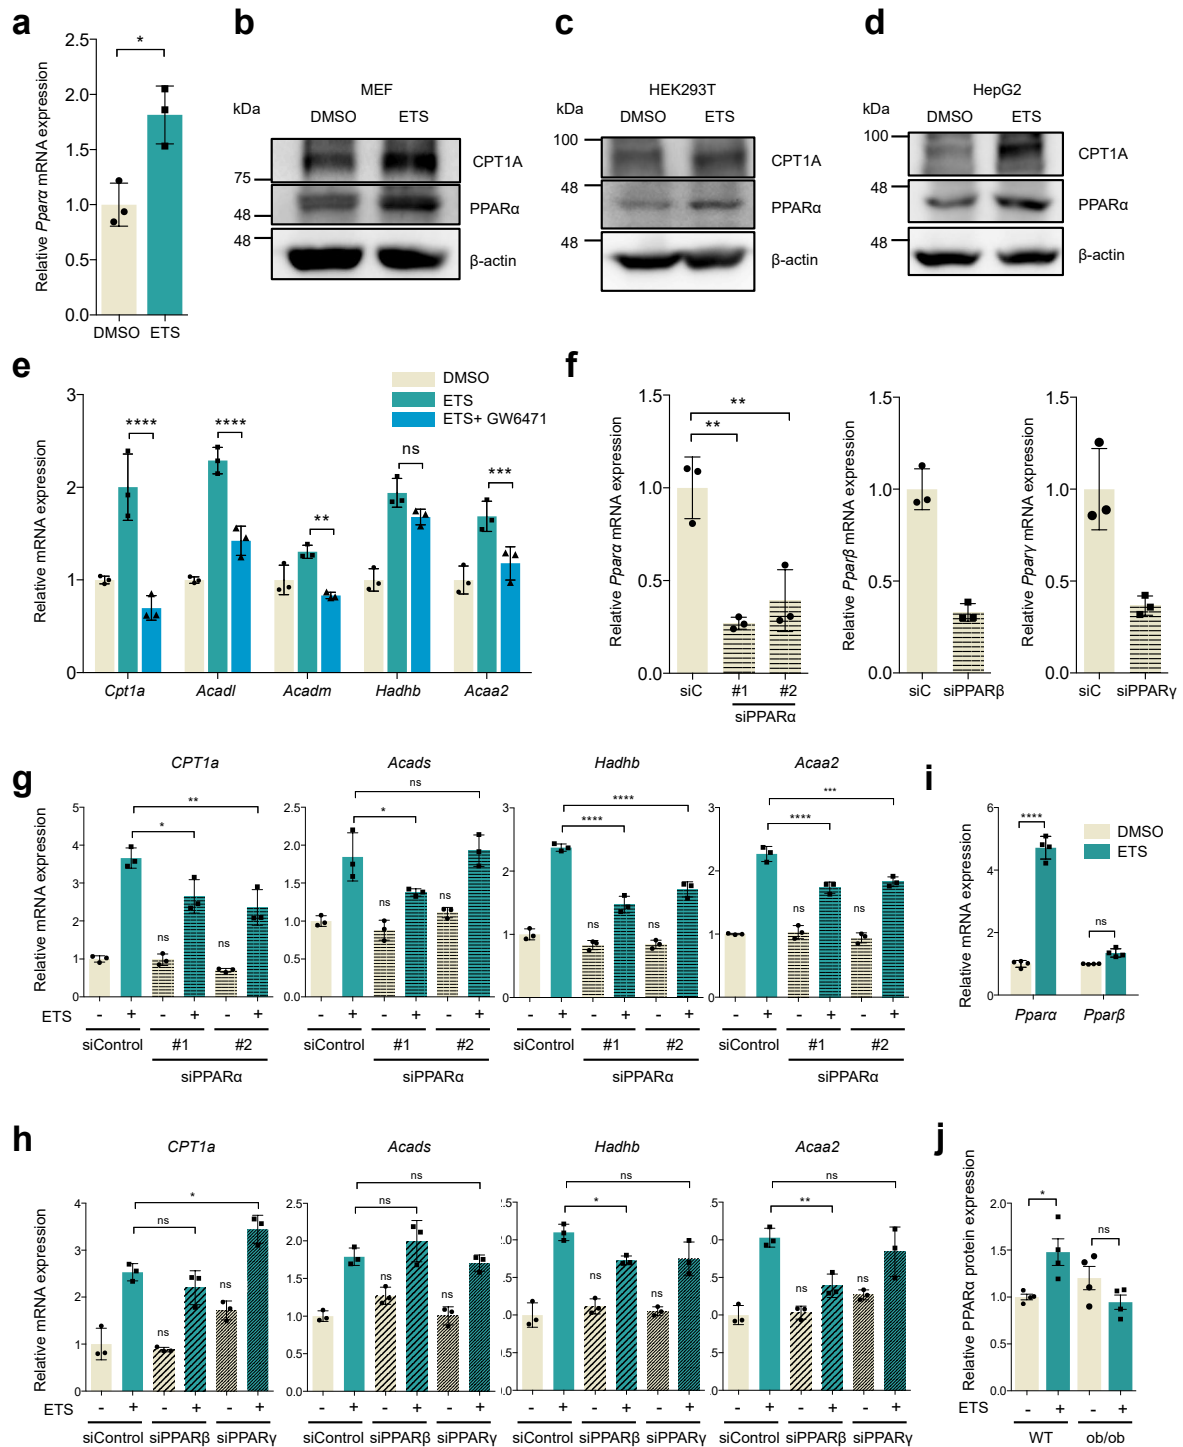

**Figure S3. PPARα adjusts FAO related genes.**

(a and b) Relative *Ppara* mRNA (a) and protein (b) levels in immortalized MEFs treated with ETS (25 μM, overnight). (c and d) PPARα protein levels in 293T (c) and HepG2 (d) cells treated with ETS (25 μM, 24 h). (e) Relative expression of FAO related genes in immortalized

MEFs treated with GW6471 (25  $\mu$ M, overnight) in the presence of ETS (25  $\mu$ M, overnight). Statistical analysis was performed using two-way ANOVA with Tukey's multiple comparisons test. (f) Relative *Ppara*, *Ppar $\beta$* , and *Ppar $\gamma$*  mRNA levels in B16F10 cells transfected with siControl or with siRNA against PPAR $\alpha$ , PPAR $\beta$  or PPAR $\gamma$ . (g) Relative expression of FAO related genes in B16F10 cells transfected with nontargeting siRNA (siControl) or two independent siRNAs to PPAR $\alpha$  (siPPAR $\alpha$ ). (h) Relative expression of FAO related genes in B16F10 cells transfected with siControl or with siRNA against PPAR $\beta$  or PPAR $\gamma$ . For g and h, statistical analysis was performed using one-way ANOVA with Tukey's multiple comparisons test. (i) Relative *Ppara* and *Ppar $\beta$*  mRNA levels in B16F10 cells treated with ETS (25  $\mu$ M, 24 h). (j) Quantification of PPAR $\alpha$  protein levels for independent biological replicates of the experiment shown in Fig. 3g. Statistical analysis was performed using one-way ANOVA with Tukey's multiple comparisons test. Error bars indicate  $\pm$ SD (a-i) or  $\pm$ SEM(j). \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$  and \*\*\*\* $p < 0.0001$ .

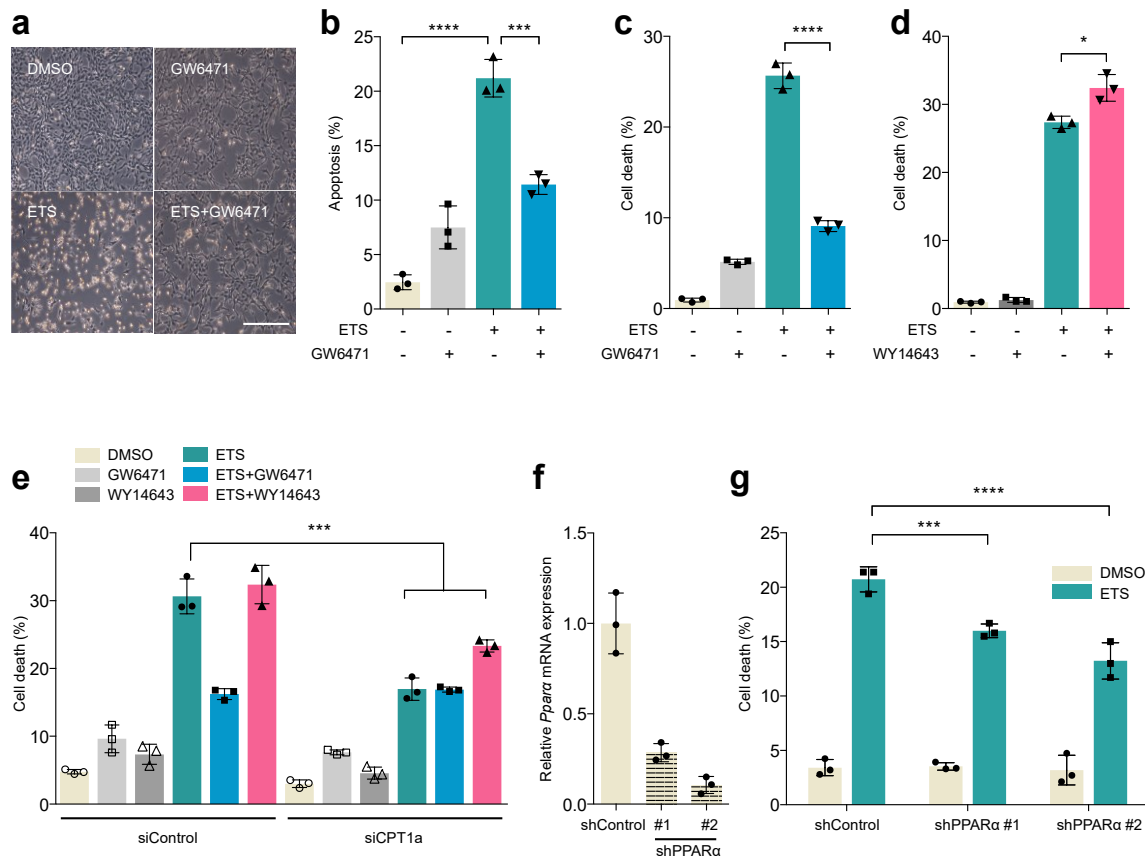

**Figure S4. PPAR $\alpha$  regulates DNA damage-induced cell death.**

(a-c) Microscopy cell images (a) and cell death (b and c) of immortalized MEFs treated with ETS (25  $\mu$ M, overnight), GW6471 (25  $\mu$ M, overnight) or both (n = 3). Scale bar represents 500  $\mu$ m. Cell death was measured by annexin V staining (b) and propidium iodide exclusion assay (c). (d) Cell death of immortalized MEFs treated with ETS (25  $\mu$ M, overnight), WY14643 (300  $\mu$ M, overnight), or both (n = 3). Cell death was measured by propidium iodide exclusion assay. (e) Cell death of indicated cells. B16F10 cells transfected with nontargeting siRNA (siControl) or with siRNA against CPT1A (siCPT1A) and then treated with GW6471 (25  $\mu$ M) or WY14643 (300  $\mu$ M) and/or ETS (25  $\mu$ M). (f) Relative *Ppara* mRNA levels in of B16F10 cells expressing a control shRNA or two independent shRNAs to PPAR $\alpha$ . (g) Cell death of B16F10 cells expressing a control shRNA or two independent shRNAs to PPAR $\alpha$  treated with or without ETS (25  $\mu$ M, 40 h) (n = 3). Statistical analysis was

performed using one-way ANOVA (b-f) or two-way ANOVA (g) with Tukey's multiple comparisons test (b-f). All error bars  $\pm$ SD. \* $p < 0.05$ , \*\*\* $p < 0.001$  and \*\*\*\* $p < 0.0001$ .

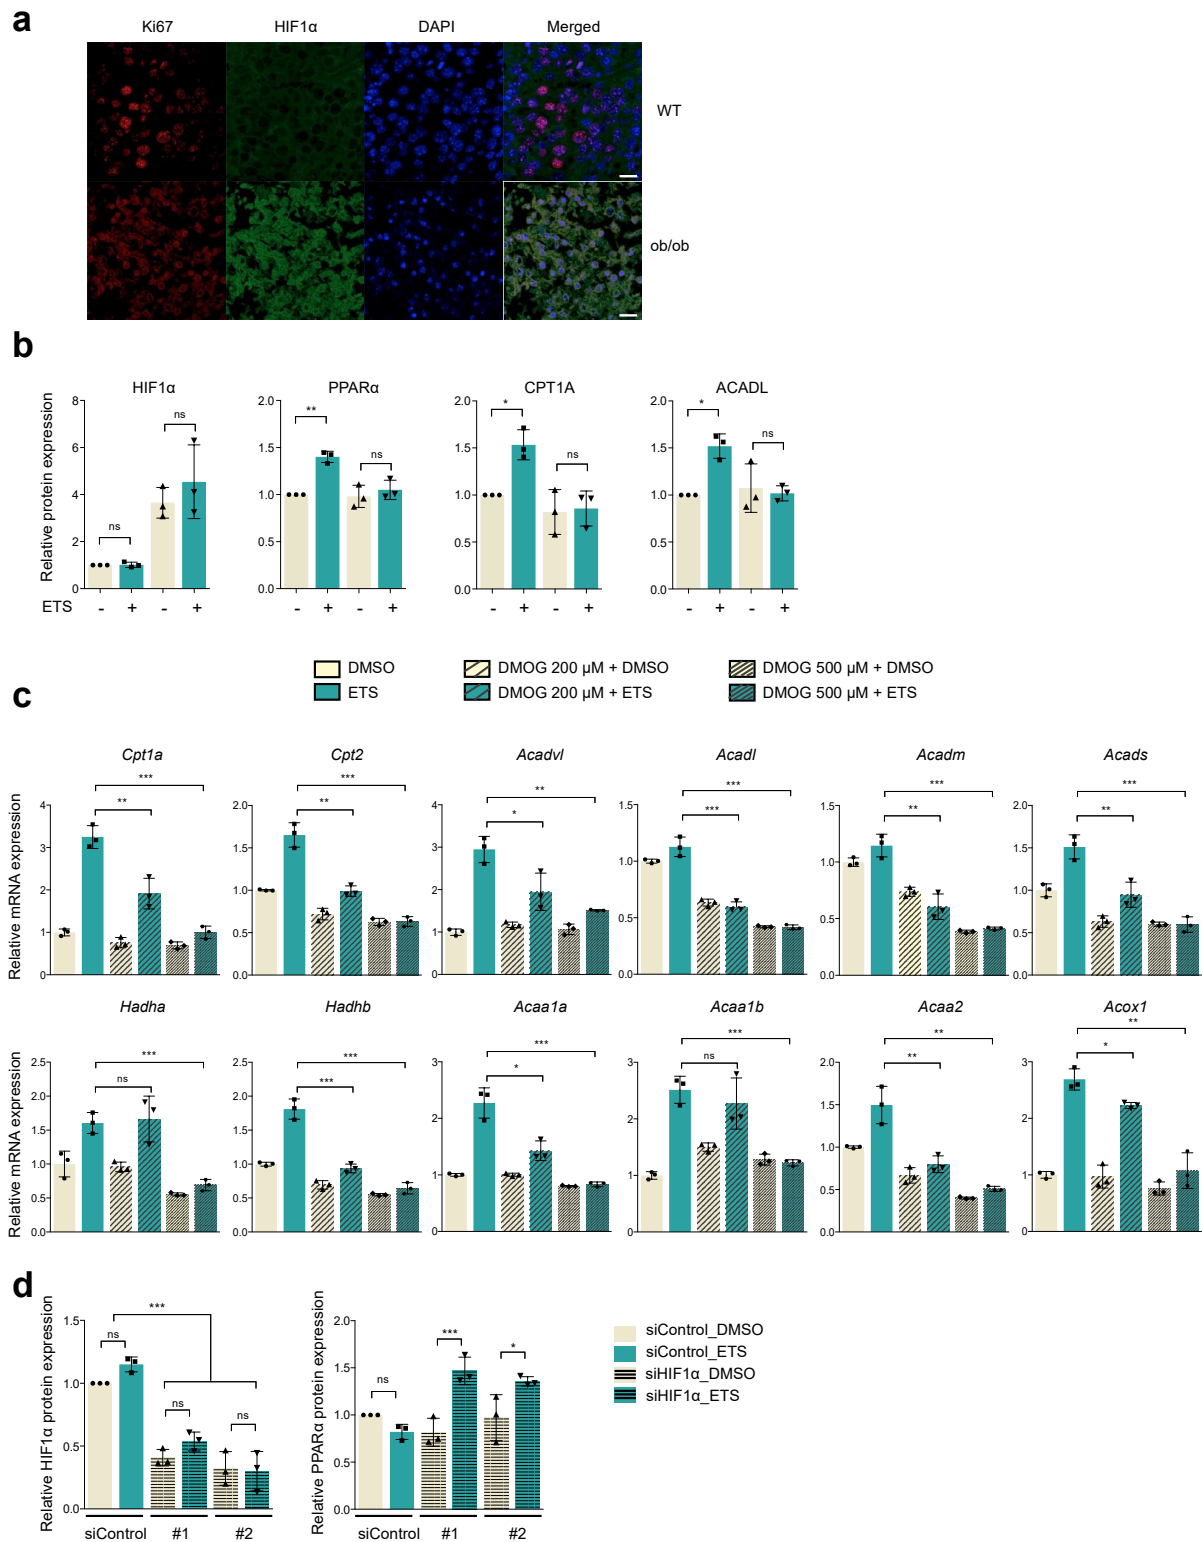

**Figure S5. Hypoxia represses PPAR $\alpha$  and its target genes.**

(a) Immunofluorescence of Ki67 and HIF1 $\alpha$  expression in lean and obese B16F10 tumors.

Scale bars represent 20  $\mu$ m. (b) Quantification of HIF1 $\alpha$ , PPAR $\alpha$ , CPT1A and ACADL

protein levels for independent biological replicates of the experiment shown in Fig. 4d. (c) Relative mRNA levels of FAO related genes in B16F10 cells treated with ETS (25  $\mu$ M) and DMOG at the indicated doses for 24 h. (d) Quantification of HIF1 $\alpha$  and PPAR $\alpha$  protein levels for independent biological replicates of the experiment shown in Fig. 4e. Statistical analysis was performed using one-way ANOVA with Tukey's multiple comparisons test. All error bars  $\pm$ SD. \* $p < 0.05$ , \*\* $p < 0.01$  and \*\*\* $p < 0.001$ .

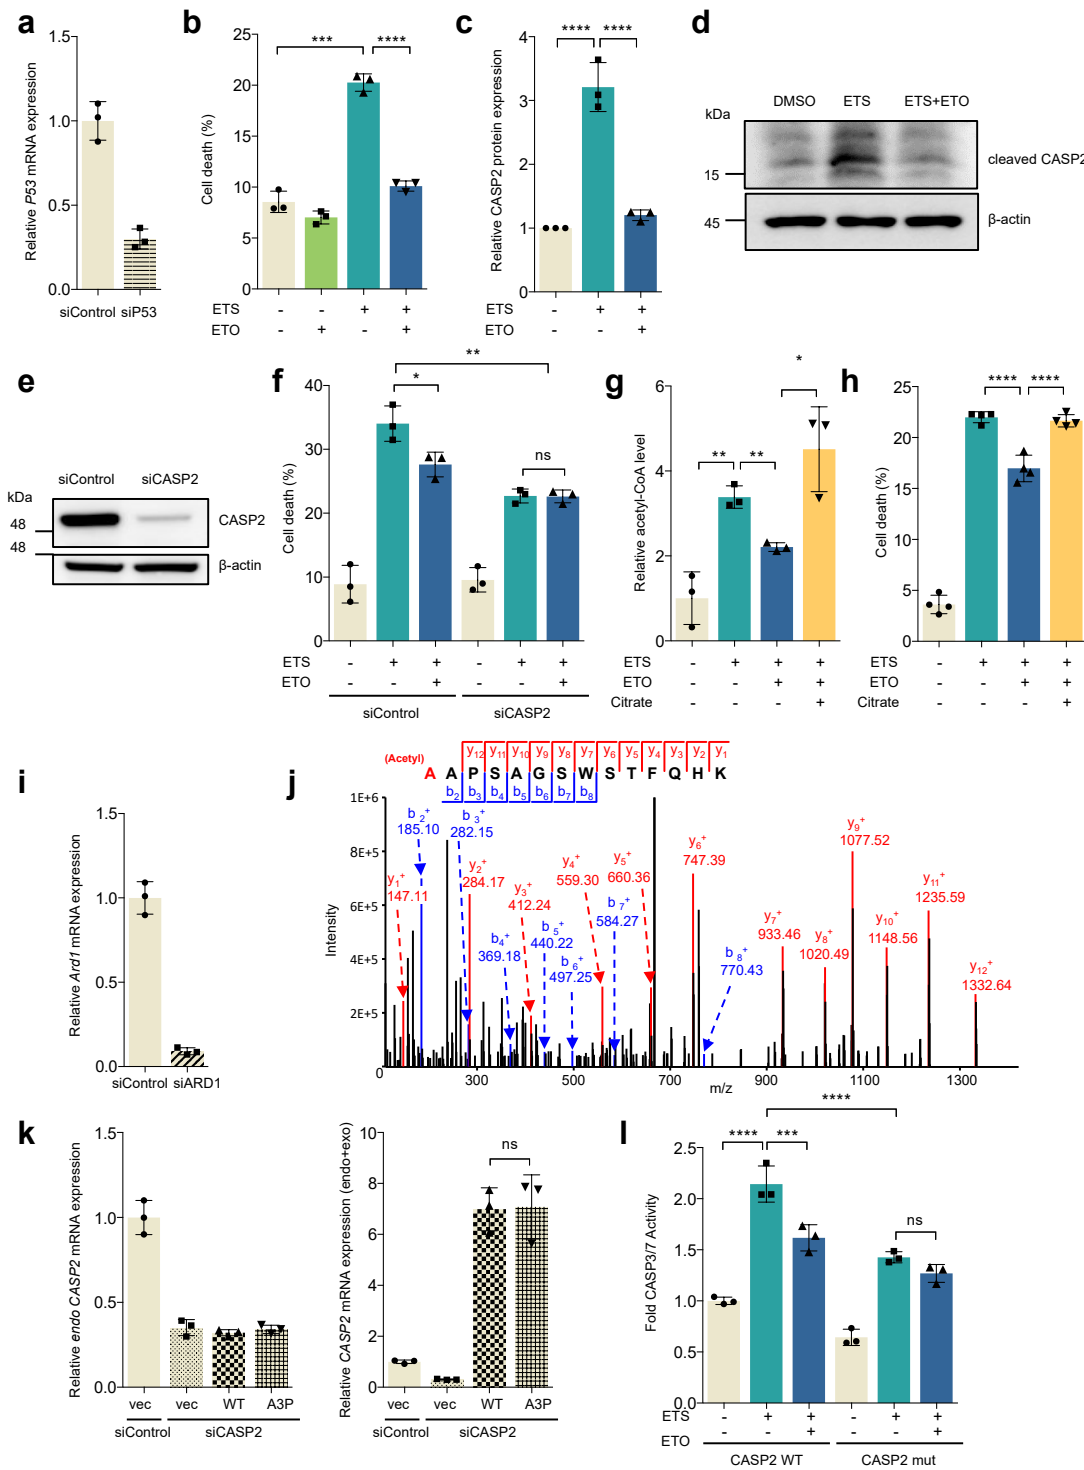

**Figure S6. FAO modulates DNA damage-induced cell death by regulating CASP2.**

(a) Relative *P53* mRNA levels in cells transfected with siControl or with siRNA against *P53* (siP53). (b) Cell death of PC3 cells treated with ETS (25  $\mu$ M, overnight), ETO (200  $\mu$ M, overnight) or both ( $n = 3$ ). Cell death was measured by propidium iodide exclusion assay. (c)

Quantification of CASP2 protein levels for independent biological replicates of the experiment shown in Fig. 5b. (d) Cleaved CASP2 expression of B16F10 cells treated with or without ETO (200  $\mu$ M, 30 h) in the presence of ETS (25  $\mu$ M, 30 h).  $\beta$ -actin serves as a loading control. (e) CASP2 protein levels in cells expressing a control siRNA or siRNAs to CASP2. (f) Cell death of HeLa cells transfected with nontargeting siRNA (siControl) or with siRNA against CASP2 (siCASP2). Cells were treated with or without ETO (200  $\mu$ M, 40 h) in the presence of ETS (25  $\mu$ M, 40 h) ( $n = 3$ ). Cell death was measured by propidium iodide exclusion assay. (g) Relative acetyl-CoA levels were measured in B16F10 cells treated with ETO (50  $\mu$ M, 24 h) and/or citrate (10 mM, 24 h) in the presence of ETS (25  $\mu$ M, 24 h). (h) Cell death of B16F10 cells treated with the indicated drugs for 40 h. Cell death was measured by propidium iodide exclusion assay. For f-h, statistical analysis was performed using one-way ANOVA with Tukey's multiple comparisons test. (i) Relative *Ard1* mRNA levels in cells transfected with siControl or with siRNA against ARD1 (siARD1). (j) FLAG-tagged CASP2 (C320G) was expressed in 293T cells. Lysates were immunoprecipitated with FLAG magnetic beads. The eluent was performed mass spectrometry. N-terminal peptide corresponding to acetylated caspase-2 is A(Ac)APSAGSWSTFQHK at  $m/z = 759.46$ . (k) Relative *CASP2* mRNA levels in the indicated cells. HeLa cells were infected with mock vector, hCASP2 WT, or hCASP2 A3P and selected by puromycine (2  $\mu$ g/ml). Infected HeLa cells were transfected with siControl or with siRNA against CASP2 (siCASP2). Expression of endogenous CASP2 was determined using CASP2 3' UTR detecting primers (left). Total *CASP2* mRNA expression was analyzed using CASP2 CDS detecting primers (right). (l) CASP3/7 GLO assay of CASP2 WT or CASP2 mutant B16F10 cells. Both cells were transfected with siRNA against CASP2 (siCASP2) and then treated with ETS (25  $\mu$ M, 24 h), ETO (50  $\mu$ M, 24 h) or both ( $n = 3$ ). For k and l, statistical analysis was performed using one-way ANOVA with Tukey's multiple comparisons test. All error bars  $\pm$ SD. \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$  and \*\*\*\* $p < 0.0001$ .

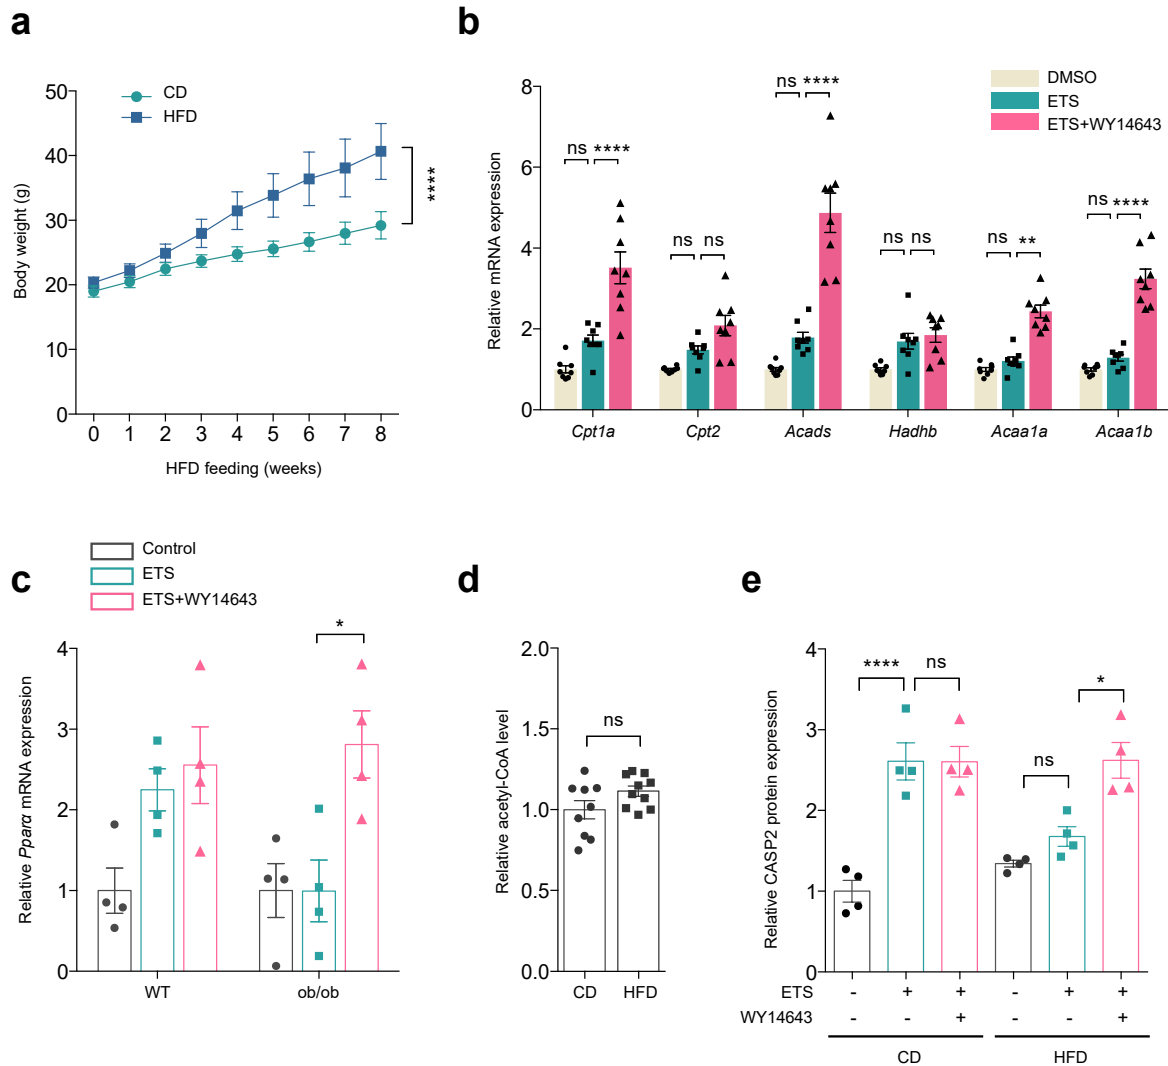

**Figure S7. Co-treatment of PPAR $\alpha$  agonist with chemotherapeutic drugs induces synergistic effects in obese mice.**

(a) Body weights of male mice on CD or HFD feeding. (b) Relative expression of FAO related genes in allograft B16F10 tumors from HFD-fed mice treated with or without WY14643 (40 mg/kg 5 times via intraperitoneal (i.p.) injection) in the presence of ETS (20 mg/kg 5 times via i.p. injection). Statistical analysis was performed using two-way ANOVA with Tukey's multiple comparisons test. (c) Relative *Ppara* mRNA levels in allograft tumors from WT and ob/ob mice treated with or without WY14643 (40 mg/kg 5 times via i.p. injection) in the presence of ETS (20 mg/kg 5 times via i.p. injection). Statistical analysis was performed using two-way ANOVA with Tukey's multiple comparisons test. (d) Relative

acetyl-CoA levels in allograft B16F10 tumors from CD- and HFD-fed mice. Statistical analysis was performed using two-tailed Student's t-test. (e) Quantification of CASP2 protein levels for independent biological replicates of the experiment shown in Fig. 6f. Statistical analysis was performed using one-way ANOVA with Tukey's multiple comparisons test. All error bars  $\pm$ SEM. \* $p < 0.05$ , \*\* $p < 0.01$  and \*\*\*\* $p < 0.0001$ .

## Supplementary Table

| Primers for qRT-PCR |                      |                                 |                                 |
|---------------------|----------------------|---------------------------------|---------------------------------|
| Species             | Gene                 | Primer forward                  | Primer reverse                  |
| Mouse               | <i>Acs1</i>          | ATC TGG TGG AAC GAG GCA AG      | TCC TTT GGG GTT GCC TGT AG      |
|                     | <i>Cpt1a</i>         | TTG ATC AAG AAG TGC CGG ACG AGT | GTC CAT CAT GGC CAG CAC AAA GTT |
|                     | <i>Cpt2</i>          | CAA CTC GTA TAC CCA AAC CCA GTC | GTT CCC ATC TTG ATC GAG GAC ATC |
|                     | <i>Acadvl</i>        | GGC TCT CCA AGG CTG TAT G       | ACC ACT GCG ACT TAA CTC TG      |
|                     | <i>Acadl</i>         | TTT CCT CGG AGC ATG ACA TTT T   | GCC AGC TTT TTC CCA GAC CT      |
|                     | <i>Acadm</i>         | TCG GTG AAG GAG CAG GTT TCA AGA | AAA CTC CTT GGT GCT CCA CTA GCA |
|                     | <i>Acads</i>         | GAG CTT GGC TGC CTC TTT AC      | CAT GGG AAC AGC ACT GAG AG      |
|                     | <i>Ehhadh</i>        | CAG ATG AAG CAC TCA AGC TTG     | ACC TTG GCA ATG GCT TCT GCA     |
|                     | <i>Echs1</i>         | GAA CAC ATC GTC TCT CCG CC      | TGA AAG TTA GCA CCC GAG GC      |
|                     | <i>Hadha</i>         | TGC ATT TGC CGC AGC TTT AC      | GTT GGC CCA GAT TTC GTT CA      |
|                     | <i>Hadhb</i>         | GAT AAG ACT CCA GCT CAC ACT G   | CCA GAA GCT ATC AGA CCA ACA G   |
|                     | <i>Acaa1a</i>        | GAG AGT GAG AAA GCC AGA GAC     | CTG CCG TGA AAT GCC AAA C       |
|                     | <i>Acaa1b</i>        | GAG ACT GCC TGA TTC CTA TGG     | GCA CAA TCT CAG CAT GGA AG      |
|                     | <i>Acaa2</i>         | TGT TCT AAA GAT GCT GAG GTC G   | TTG ATC CGT TAA TCC TGC CC      |
|                     | <i>Acox1</i>         | TGC CTT TGT TGT CCC TAT CCG TGA | TTA CAT ACG TGC CGT CAG GCT TCA |
|                     | <i>Ppara</i>         | CAT TTC CCT GTT TGT GGC TG      | ATC TGG ATG GTT GCT CTG C       |
|                     | <i>Ard1</i>          | GCA TCT CTA TTC CAA CAC CCT C   | CAT ACG CAT CTT CCC CAT CTG     |
|                     | <i>Lipg</i>          | TTC GCA ACT ACC TGT CTC AAC CCA | TCC AGC CAT CCT GAC ACT TGT GAA |
|                     | <i>Acot2</i>         | CCC CAA GAG CAT AGA AAC CAT     | CAT AGC AAG GCC AAG TTC AC      |
|                     | <i>Acot3</i>         | TGG AAT TGG AAG TGG CCT TCT GGA | AAC CTG TTA CCT GAG GGT GAC TGA |
|                     | <i>Scd3</i>          | CCG AGA AGC TGG TGA TGT TC      | AGC GTA TCT CAG TAA AGT GGC     |
|                     | <i>Abca2</i>         | TCT ACT CAC GCC TCA AAA GC      | TTC ATG CCT CCA GAC AAC G       |
|                     | <i>β-actin</i>       | AGC CAT GTA CGT AGC CAT CC      | CTC TCA GCT GTG GTG GTG AA      |
| Human               | <i>CASP2 (CDS)</i>   | TTCTATGTGACCAGACTGC             | AGTTTCCCATCCACACCATAG           |
|                     | <i>CASP2 (3'UTR)</i> | TCATCTCTGCCTTTGAGTGTG           | ACTTCACCTTGTCAGGCTCTTC          |
|                     | <i>β-actin</i>       | CTACGTGCGCCTGGACTTCGAGC         | GATGGAGCCGCCGATCCACACGG         |

How the deposited data were processed for this re-analysis (not part of the article)

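RNA of B16F10 tumors from lean wild-type mice and obese ob/ob mice, before therapy and after ETS, was analysed in 16 libraries, 4 per group. The condition and number of each tumor came from the sample labels, read together with the paper's methods. The authors aligned the reads to the mm10 genome with HISAT and quantified them per gene with StringTie, and the deposited counts are whole numbers per gene that were not normalized, with no gene removed. The TPM values the authors deposited come from the same StringTie step and were used only as an alternative. The 16 columns of FPKM values per tumor were not used. Whether the counting used the strand of the reads is not stated in the paper's text, and reads of paralogs or of overlapping genes could be split or shared by it.

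Of the 45777 genes listed, 29568 with a count of 0 in at least 1 tumor were excluded, as in the paper's methods, which left 16209. The counts, which come from StringTie's coverage estimates, summed to between 47199949 and 61655287 per tumor. Scaling was by TMM, and the test was edgeR's quasi-likelihood test (edgeR 4.0.16 in R 4.3.3) on all 16 libraries in a fit with a mean for each group, so that all groups shared an estimate of the spread. The effect of ETS in lean tumors, the effect in obese tumors, the difference between these effects (lean minus obese) and the difference between obese and lean tumors before therapy were each tested, with Benjamini-Hochberg adjustment over all tested genes. Standard errors were computed from the log2 fold change and the F statistic. The paper's limits, a fold change of at least 2 and an unadjusted p under 0.05, were counted as well. The paper used edgeR's exact test after adding 1 to the counts and a log2 transformation. The exact test on counts with 1 added, without the log2 step, was run as an alternative. Genes were matched on their Entrez identifiers to the GRCm38.p6 gene table, which found 45679 of them, and coordinates come from that table.

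The paper's pathways were tested with gene lists compiled by hand, since KEGG's own tables were not used here. The 16 lists named after the pathways of Fig. 1c entered a one-sided Fisher's exact test against all tested genes. All 33 lists, which also hold the 15 FAO genes of Fig. 1e, mitochondrial beta-oxidation, fatty acid synthesis, response lists and markers of cell types, were tested with camera (limma 3.58.1) at a preset correlation of 0.01, with fry, with camera at an estimated correlation, and with fgsea 1.28.0. In lean tumors, camera called 17 lists at an adjusted p under 0.05, of which 16 were also called by fry and 1 with an estimated correlation. In obese tumors, these counts were 19, 17 and 1, and for the difference between lean and obese tumors 10, 8 and 1. The lists for fatty acid degradation, mitochondrial beta-oxidation and PPARA targets share genes with the 15 FAO genes and are not independent of them. The FAO score of a tumor is the mean log2 CPM of these 15 genes with a prior count of 2, compared by exact two-sided permutation tests.

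Named genes were chosen by a rule. They are the genes of Fig. 1e,f, of the primer table and others the paper discusses, together with the 3 largest rises and the 3 largest falls in lean tumors, in obese tumors and in the difference between them, among genes with an adjusted p under 0.05 and a mean of at least 1 CPM whose tumors after ETS lay, for the lean and obese comparisons, all on the same side of those before therapy. The single values of 2 genes are not reported here. Cxcl9, Irf7, Lyz2, Cd68, Csf1r, Cdkn1a, Mdm2 and the reference genes other than Actb were chosen after their values were seen.

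Results were recomputed, each where the alternative could give it, with DESeq2's size factors, without the exclusion of low counts, with edgeR's filterByExpr, with the exact test, with DESeq2 1.42.0, with limma-voom and sample weights, with limma on log2(TPM + 1), with only the tumors of a host in the fit, with the replicate number as a block, with marker scores of macrophages or melanocytes as covariates, and with each tumor left out. These choices, the gene lists and the rule for named genes were made before the data were examined, whereas a background of all protein-coding genes, the removal of the mitochondrially encoded genes and a fibroblast score as a covariate were added after the data had been seen. No pair of tumors within a group differed by as little as sampling noise, and correlations between the log2 CPM of tumors of a group ranged from 0.970 to 0.992.

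The tests were tested on simulated data, with 191 tested genes changed by known amounts in lean tumors among 15917 genes. The quasi-likelihood test recovered 176 of them (92.1%) with 8 false calls, and 152 as a difference between lean and obese tumors with 3 false calls. The exact test recovered 184 with 18 false calls, limma-voom 173 with 11 and DESeq2 181 with 32. A gene list changed in obese tumors was called by camera, and a planted FAO score change was found. Genes were simulated independently of each other, and the hosts were alike before therapy. The simulation therefore does not show how the list and score tests behave with the correlated genes and differing hosts of the real data. For the Fisher test, every gene of the planted list was set as changed, unlike any list in the real data. The Fisher test found its changed list, glutathione metabolism, and also called 4 lists that share genes with it, for instance 23 of the 38 genes of the cytochrome P450 xenobiotics list.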

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

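Comparisons between lean and obese tumors below rest on the test of the difference between their ETS effects. The tests of a few genes taking most of the counts, of a single library, of melanoma content, of macrophage content for the interferon list and for the number of genes, of labels exchanged between lean and obese tumors, and of the mitochondrially encoded genes were chosen only after the results were seen.

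The ETS effect differed between lean and obese tumors at an adjusted p under 0.05 in 2660 genes (edgeR). In 100 random groupings of the tumors, the real one included, 2 gave as many genes. The 100 groupings exchange lean and obese labels within each treatment. Where the hosts differ before therapy, that difference widens the values of the groupings. A high number out of 100, here and below, is therefore not evidence against a difference in the ETS effect. The number of genes past the paper's limits was reached by 1 of the 35 groupings in lean tumors, the real one, and by 1 of the 35 in obese tumors, as was the number with an adjusted p under 0.05 (1 of 35 in lean and 1 of 35 in obese tumors) and the number differing between obese and lean tumors before therapy (1 of 35). With the macrophage marker score of each tumor in the fit, 94 genes were left. Scores shuffled within groups left between 22 and 1077 genes (median 281.5), and 11 of 40 shuffled scores left as few as the real score, so the macrophage content and the loss of power that any such score brings cannot be told apart for these genes.

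Interferon response genes went in opposite directions. Their list of 32 genes had a median log2 fold change of -1.85 after ETS in lean tumors (31 of 32 falling, adjusted p = 1.68e-12, camera) and 2.45 in obese tumors (31 of 32 rising, adjusted p = 5.98e-20), and the difference of -4.43 had an adjusted p of 2.69e-54. Before therapy the list was lower in obese tumors, with a median of -4.20 (32 of 32 genes). These comparisons share the tumors before therapy, so the baseline difference and the opposite effects are not separate evidence. With an estimated correlation, the adjusted p was 0.302 in lean tumors, 0.159 in obese tumors, 0.0216 for the difference and 0.0197 before therapy, the highest of the alternatives in each comparison, and the lowest were 3.49e-16, 5.36e-23, 3.24e-61 and 1.57e-65. Camera p-values as small came from 2 of 35 groupings in lean tumors, 1 of 35 in obese tumors, 3 of 100 for the difference and 1 of 35 before therapy. By camera p, the fall in lean tumors on its own is thus not beyond other groupings at 0.05. The mean log2 CPM of the list did separate the lean tumors, from 5.74 to 6.47 before therapy and from 3.37 to 4.12 after ETS. Among technical explanations, depth is argued against by libraries thinned to 47199949 counts, where the median difference was -4.43. Removing the trend with GC content, transcript length and expression left -4.06, with values for 92.8% of genes and all 32 of the list. Without 26 mitochondrially encoded or most abundant genes it was -4.46, and the values with a library left out ranged from -4.76 to -4.18. A swap of libraries between before therapy and after ETS is argued against by the p53 target score, which in 8 of 8 tumors after ETS was above every tumor before therapy of the same host. A swap between lean and obese tumors is argued against as the source of the opposite directions. With the labels of a lean and an obese tumor, or of all 4 of each, exchanged before therapy or after ETS, 34 of 34 exchanges left the mean log2 CPM of the list falling in one host and rising in the other. Exchanging 2 of each before therapy left this in 26 of 36 exchanges, with differences from 0.00076 to 1.14, but other groupings of the tumors before therapy gave at most 1 gene with an adjusted p under 0.05 (edgeR) against 4280. Which host fell rests on the labels, since with 3 or all 4 of each exchanged before therapy the directions changed places. A lower share of melanoma cells alone would shift the other cell types alike, but the macrophage and endothelial lists moved apart by -2.55 (standard error over genes 0.342) before therapy. That standard error takes genes and not tumors as replicates, and 5 of 35 groupings gave as small a camera p for the macrophage list. Melanocyte markers were themselves lower in obese tumors before therapy (median -0.78, adjusted p = 0.00263, camera). With the macrophage score in the fit, the list kept an adjusted p of 1.42e-42 with a median of -3.58. A candidate explanation of the opposite directions is a difference in interferon signaling between the hosts, which stays a hypothesis found and tested on the same tumors. Differences in immune cells other than macrophages, in tumor size or in the time of sampling were not tested.

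Of the genes named by the rule, the lean and obese effects differed in several interferon-induced genes and others. Adjusted p-values of the difference (edgeR) were 0.000192 for Apol6, 5.77e-05 for Gbp5, 4.36e-05 for Oas3, 0.000570 for Iigp1 and 0.000112 for Gm12250, all with a more negative change in lean tumors. They were 0.000617 for Col9a1, 0.00112 for Pnpla3, 0.000634 for Clvs1 and 0.0446 for Atp10b, which had a more positive change in lean tumors. Among genes the paper names, they were 0.0127 for Cpt1a and 0.0303 for Acsl1, 0.00110 for Pparg, 0.0187 for Cd36, 0.0219 for Naa10 and 0.0224 for Actb. Actb itself fell by 1.06 in lean tumors (adjusted p = 0.000351, edgeR), a gene the paper uses as reference. No biological explanation was tested for the other genes.

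Markers of cell types other than melanoma differed as well. Macrophage markers, of which 13 of 15 were tested, had a median of -2.35 in lean tumors (13 of 13 falling, adjusted p = 0.000313, camera), 2.34 in obese tumors (13 of 13 rising, adjusted p = 0.000324) and an adjusted p of 1.02e-12 for the difference. Groupings with a camera p as small numbered 13 of 35 in lean tumors, 12 of 35 in obese tumors, 4 of 100 for the difference and 5 of 35 before therapy. By camera p, neither effect taken alone is thus beyond other groupings. The mean log2 CPM of the list did separate the tumors in both hosts. It ranged from 5.00 to 6.56 before therapy and from 1.30 to 4.54 after ETS in lean tumors. In obese tumors the ranges were 1.66 to 4.08 and 4.34 to 6.24. Lyz2 was at 197 ± 90.3, 25.8 ± 16.3, 40.8 ± 30.9 and 114 ± 74.4 CPM (SD, n = 4 each) in lean tumors before and after ETS and in obese tumors before and after ETS, and Cd68, in the same order, at 81.3 ± 28.7, 40.6 ± 15.5, 14.9 ± 5.54 and 75.6 ± 31.8 CPM. The list shares no gene with the other lists. Fibroblast markers (11 of 12 tested) had adjusted p-values of 0.0358 in lean tumors (median -1.54), 0.000246 in obese tumors (median 2.63) and 1.07e-08 for the difference, with 19 of 35, 12 of 35 and 12 of 100 groupings as extreme. Endothelial markers had 0.000497 in obese tumors (median 1.14) and 9.41e-05 for the difference, and adipocyte markers, with 3 genes tested, 0.0180 for the difference. T cell markers fell in lean tumors by the only gene tested (adjusted p = 0.0127), and melanocyte markers rose in obese tumors (median 0.62, adjusted p = 0.0379). With an estimated correlation, none of these cell type lists had an adjusted p under 0.05 in lean or obese tumors or for the difference (0.310 for macrophage and 0.354 for fibroblast markers), while by camera with the preset correlation those named above did. A change in the number of macrophages is a possible explanation for their markers that stays open, since the libraries do not separate cell number from expression per cell.

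The p53 target list rose in lean tumors (median 1.00, adjusted p = 4.86e-19, camera) and in obese tumors (median 0.76, adjusted p = 1.41e-09), and the proliferation list fell in lean tumors (median -0.69, adjusted p = 4.86e-15) and in obese tumors (median -0.83, adjusted p = 2.39e-23), with 28 of 28 genes falling in both. Each of these was reached by 1 of 35 groupings. The p53 list differed between lean and obese tumors (adjusted p = 2.57e-05), where 6 of 100 groupings were as extreme. Cdkn1a rose by 3.44 in lean and 1.27 in obese tumors and was higher by 2.22 in obese tumors before therapy. Oxidative phosphorylation rose by a median of 0.66 in lean and 0.14 in obese tumors, with an adjusted p of 3.45e-14 for the difference, with 1 of 35 groupings as extreme in lean tumors, 17 of 35 in obese tumors and 14 of 100 for the difference. HIF1 targets had an adjusted p of 0.00104 for the difference, reached by 36 of 100 groupings, mitochondrial beta-oxidation 0.0413, reached by 42 of 100, and thiamine metabolism 0.0482 (median difference 0.24). With an estimated correlation, the p53 list kept an adjusted p under 0.05 in lean tumors (0.000461) and obese tumors (0.0244) but not for the difference (0.0988), and the others lost theirs. Treatment with ETS stays among the open explanations of the p53 and proliferation changes. The mean log2 CPM of the p53 list was at most 4.42 before therapy and at least 5.32 after ETS in lean tumors. In obese tumors these values were 4.71 and 5.41. Proliferation was at least 7.04 before therapy and at most 6.44 after ETS in lean tumors, and 6.95 and 6.35 in obese tumors. A single tumor, or some tumors swapped between before therapy and after ETS, is thus argued against as the source. Other technical explanations were not tested for these changes beyond the groupings and the alternative settings given below.

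The share of counts on the mitochondrially encoded genes rose from 4.87 ± 0.837% to 12.1 ± 2.01% in lean tumors (SD, n = 4 each, exact permutation p = 0.0286) and by 3.74 points in obese tumors (exact permutation p = 0.114). A fall of other abundant genes alone is argued against by the rise of these genes after TMM scaling, with a median of 1.42 in lean tumors (13 of 13 with an adjusted p under 0.05, edgeR) and 0.91 in obese tumors (10 of 13). Between lean and obese tumors, 0 of the 13 differed at an adjusted p under 0.05 and 0 at an unadjusted p under 0.05. Without these genes, the 15 FAO genes kept an adjusted p of at most 0.00225 in lean and obese tumors (camera). A change in the quality of the RNA was not tested.

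Single tumors lay far from the others of their group in 19 of 312 groups of values, where chance gives 15.6. The figures here are the gap to the nearest tumor as a share of the range, above Dixon's critical value. For list scores it was 0.871 for drug metabolism by other enzymes and 0.845 for purine metabolism in obese tumor 2 before therapy, 0.886 for inositol phosphate metabolism, 0.834 for neutrophil markers and 0.875 for proliferation in lean tumor 3 before therapy, 0.936 for keratinocyte markers in obese tumor 3 before therapy, 0.906 for proliferation in obese tumor 1 before therapy, and 0.864 for PPARA targets in lean tumor 1 after ETS. Total counts gave 0.847 for lean tumor 1 before therapy. Among genes it was 0.857 for Acsl1 and 0.958 for Apol6 in obese tumor 2 before therapy, 0.873 for Acsl1, 0.839 for Cpt2 and 0.883 for Hadhb in obese tumor 4 after ETS, 0.862 for Cd36 and 0.859 for Smc4 in obese tumor 1 after ETS, and 0.943 for Iigp1 in lean tumor 1 before therapy. No biological explanation was tested for these.

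Obese tumor 2 after ETS stood apart in skeletal muscle markers (0.946) and in Atp2a1 (0.908), the largest rise in obese tumors under the rule for named genes. In this tumor 14 of 14 muscle markers were more than 10 times higher than in each other obese tumor after ETS, which is consistent with muscle tissue in the sample. The summed CPM of the markers was 604 there, 439 and 260 in lean tumors 1 and 2 after ETS, 261 and 65.5 in lean tumors 2 and 4 before therapy, and between 2.34 and 6.04 in the other tumors. Without this tumor, the adjusted p of fatty acid degradation in obese tumors was 0.159, the highest of the 16 fits that each left out a tumor, and that of mitochondrial beta-oxidation 0.0646 (camera), likewise the highest. Whether muscle RNA is the reason was not tested.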

How the results depend on the processing

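Alternatives were applied where possible to 28 main comparisons and to single genes and other lists. The values below are those that changed direction, their side of a threshold or, for counts, by over 1.5 times, and the cause was not tested except where the alternative itself changes the genes, tumors or sets tested. All 28 kept their direction and side under DESeq2's size factors and without the mitochondrially encoded genes, as did the comparisons that could be made with the exact test (10), DESeq2's Wald test (11), a host's tumors alone (18) and a prior count of 0.5 (3). In each pair the value under the alternative comes first, rising and falling FAO genes are those past the limits of Fig. 1d, and lists marked as turned changed direction.

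Without the exclusion of low counts, counts in lean tumors were 4114 against 2469 genes past the paper's limits. The counts in obese tumors came to 3554 against 2163 genes past the paper's limits and 4 against 2 over-represented lists. Changes for lean minus obese on the log2 scale were 0.0036 against -0.0032 for Acadm. Of the other results, 2 became weaker, 3 stronger and 3 moved.

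With limma on log2(TPM + 1), in obese tumors there were 990 against 2163 genes past the paper's limits and 7 against 12 rising FAO genes. Counts in lean tumors were 8 against 18 rising FAO genes and 9 against 3 falling FAO genes. Log2 fold changes in lean tumors were -0.34 against 0.014 for Acsl1, -0.062 against 0.31 for Cpt1a, -0.095 against 0.28 for Hif1a, -0.37 against 0.018 for Naa10, -0.13 against 0.095 for Scd3 and -0.047 against 0.32 for Abca2. For lean minus obese the log2 fold change became -0.087 against 0.20 for Cpt2, -0.18 against 0.10 for Echs1, -0.024 against 0.24 for Hadha, -0.041 against 0.22 for Hadhb, -0.087 against 0.20 for Acaa1a, -0.079 against 0.45 for Ppara, -0.26 against 0.026 for Casp2 and -0.059 against 0.14 for Scd3. Among the remaining genes and lists, 6 became weaker, 7 stronger and 6 moved.

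With the macrophage score in the fit, in obese tumors there were 1104 against 2163 genes past the paper's limits, 2269 against 6517 genes at adjusted p under 0.05 and 0 against 2 over-represented lists. Counts for lean minus obese were 94 against 2660 genes at adjusted p under 0.05 and 2787 against 4883 genes at unadjusted p under 0.05. The counts for obese minus lean before therapy came to 1370 against 4280 genes at adjusted p under 0.05. Numbers in lean tumors were 6 against 3 falling FAO genes and 3 against 0 over-represented lists. In lean tumors the log2 fold change became 0.056 against -0.0097 for Acadm, 0.076 against -0.038 for Echs1 and 0.57 against -1.08 for Cd36. Changes in obese tumors on the log2 scale were 0.24 against -0.16 for Acot2. Single genes for lean minus obese had log2 fold changes of 0.12 against -0.0032 for Acadm, 0.026 against -0.049 for Ehhadh, 0.33 against -0.059 for Acaa1b, 0.13 against -2.90 for Cd36 and -0.36 against 0.026 for Casp2. The adjusted p in lean tumors was 0.850 against 0.597 for Endothelial markers (turned) and 0.665 against 0.0358 for Fibroblast markers (turned). Adjusted p-values for lean minus obese were 0.701 against 0.643 for PPARA targets (turned) and 0.390 against 0.138 for Proliferation (turned). Lists for obese minus lean before therapy had adjusted p-values of 0.314 against 0.00623 for Fibroblast markers (turned) and 0.0879 against 0.991 for Proliferation (turned). Of the single genes and other lists, 29 became weaker, 2 stronger and 8 moved.

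With a fibroblast score in the fit, chosen after seeing the data, the counts in obese tumors came to 1072 against 2163 genes past the paper's limits, 1980 against 6517 genes at adjusted p under 0.05, 0 against 3 falling FAO genes and 0 against 2 over-represented lists. Numbers for lean minus obese were 616 against 2660 genes at adjusted p under 0.05. In lean tumors there were 5 against 3 falling FAO genes and 3 against 0 over-represented lists. Log2 fold changes in lean tumors were 0.025 against -0.038 for Echs1. In obese tumors the log2 fold change became 0.014 against -0.0066 for Acadm, 0.083 against -0.10 for Hif1a, 0.15 against -0.16 for Acot2 and 0.016 against -0.050 for Scd3. Changes for lean minus obese on the log2 scale were 0.30 against -0.059 for Acaa1b, -0.12 against 0.45 for Ppara and -0.25 against 0.026 for Casp2. List tests in obese tumors gave adjusted p-values of 0.800 against 0.326 for Fatty acid synthesis (turned). The adjusted p for lean minus obese was 0.292 against 0.702 for Fatty acid synthesis (turned) and 0.292 against 0.138 for Proliferation (turned). Adjusted p-values for obese minus lean before therapy were 0.216 against 0.991 for Proliferation (turned). Of the other results, 26 became weaker, 2 stronger and 6 moved.

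With the melanocyte score in the fit, numbers in lean tumors were 5 against 3 falling FAO genes. In obese tumors there were 5 against 3 falling FAO genes and 1 against 2 over-represented lists. Single genes in lean tumors had log2 fold changes of -0.052 against 0.014 for Acsl1 and -0.047 against 0.095 for Scd3. The log2 fold change in obese tumors was 0.20 against -0.16 for Acot2 and 0.017 against -0.16 for Actb. Log2 fold changes for lean minus obese were 0.016 against -0.0032 for Acadm, 0.040 against -0.049 for Ehhadh and 0.064 against -0.059 for Acaa1b. Lists in obese tumors had adjusted p-values of 0.367 against 0.0321 for Fatty acid degradation, 0.0394 against 0.326 for Fatty acid synthesis, 0.279 against 0.635 for HIF1 targets (turned) and 0.109 against 0.0145 for Mitochondrial beta-oxidation. Among the remaining genes and lists, 14 became weaker, 7 stronger and 2 moved.

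By limma-voom with sample weights, changes in lean tumors on the log2 scale were -0.027 against 0.014 for Acsl1 and -0.041 against 0.018 for Naa10. Single genes in obese tumors had log2 fold changes of 0.013 against -0.0066 for Acadm. The log2 fold change for lean minus obese was 0.10 against -0.11 for Acot2. In lean tumors there were 3 against 0 over-represented lists. Lists for lean minus obese had adjusted p-values of 0.954 against 0.740 for the 15 FAO genes (turned), 0.943 against 0.702 for Fatty acid synthesis (turned) and 0.0737 against 0.0413 for Mitochondrial beta-oxidation. For obese minus lean before therapy the adjusted p of a list became 0.952 against 0.991 for Proliferation (turned). Of the single genes and other lists, 1 became weaker, 8 stronger and 1 moved.

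Without the mitochondrially encoded genes, chosen after seeing the data, single genes in lean tumors had log2 fold changes of -0.0080 against 0.014 for Acsl1 and -0.0072 against 0.018 for Naa10. The log2 fold change in obese tumors was 0.0030 against -0.0066 for Acadm. Log2 fold changes for lean minus obese were -0.0013 against 0.026 for Casp2. Lists for obese minus lean before therapy had adjusted p-values of 0.956 against 0.991 for Proliferation (turned).

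Under filterByExpr, changes in lean tumors on the log2 scale were 0.0031 against -0.0097 for Acadm. Single genes for lean minus obese had log2 fold changes of 0.028 against -0.0032 for Acadm. The adjusted p in obese tumors was 0.0589 against 0.0321 for Fatty acid degradation. Adjusted p-values for lean minus obese were 0.945 against 0.643 for PPARA targets (turned). Among the remaining genes and lists, 3 became weaker and 1 stronger.

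Under DESeq2's size factors, in obese tumors the log2 fold change became 0.0022 against -0.0066 for Acadm. For obese minus lean before therapy the adjusted p of a list became 0.975 against 0.991 for Proliferation (turned).

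By DESeq2's Wald test, single genes in obese tumors had log2 fold changes of 0.0023 against -0.0066 for Acadm. Of the other results, 1 became weaker and 2 stronger.

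Taking genes by adjusted p without a fold limit, the counts in lean tumors came to 4 against 0 over-represented lists. Numbers in obese tumors were 1 against 2 over-represented lists. Among the remaining genes and lists, 2 became weaker and 1 stronger.

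Against a background of all protein-coding genes, chosen after seeing the data, in lean tumors there were 1 against 0 over-represented lists. Counts in obese tumors were 4 against 2 over-represented lists. Of the single genes and other lists, 2 became stronger.

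By camera with an estimated correlation, list tests in lean tumors gave adjusted p-values of 0.412 against 0.00191 for the 15 FAO genes, 0.412 against 0.000653 for Fatty acid degradation and 0.308 against 4.00e-06 for Mitochondrial beta-oxidation. The adjusted p in obese tumors was 0.486 against 0.00280 for the 15 FAO genes, 0.583 against 0.0321 for Fatty acid degradation and 0.578 against 0.0145 for Mitochondrial beta-oxidation. Adjusted p-values for lean minus obese were 0.786 against 0.0413 for Mitochondrial beta-oxidation. Of the other results, 30 became weaker.

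Using Reactome's sets, lists in lean tumors had adjusted p-values of 0.281 against 0.000653 for Fatty acid degradation. In obese tumors the adjusted p of a list became 0.715 against 0.0321 for Fatty acid degradation and 0.715 against 0.0145 for Mitochondrial beta-oxidation.

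By fgsea on the signal-to-noise ranking, list tests in obese tumors gave adjusted p-values of 1 against 0.635 for HIF1 targets (turned). The adjusted p for obese minus lean before therapy was 0.997 against 0.991 for Proliferation (turned).

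By fry, adjusted p-values for lean minus obese were 0.113 against 0.0413 for Mitochondrial beta-oxidation. Lists for obese minus lean before therapy had adjusted p-values of 0.999 against 0.991 for Proliferation (turned). Of the other results, 5 became weaker.

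Numbers do not pair the tumors across groups: of 24 pairs of groups' tumors with the same number, correlations of deviations ranged from -0.11 to 0.45, and 11 were over 0.1. With the replicate number as a block, no main comparison changed, and the adjusted p of the proliferation list for obese minus lean before therapy was 0.970 against 0.991, with the sign reversed.

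Across the 16 fits that each left out a tumor, values (for a gene, its log2 fold change) ranged from 1 to 4 for FAO genes falling past the volcano limits in lean tumors, from 1 to 4 for FAO genes falling past the volcano limits in obese tumors, from -0.076 to 0.061 for Acsl1 in lean tumors, from -0.055 to 0.020 for Acadm in lean tumors, from -0.092 to 0.030 for Echs1 in lean tumors, from -0.081 to 0.079 for Naa10 in lean tumors, from -0.064 to 0.24 for Scd3 in lean tumors, from -0.066 to 0.071 for Acadm in obese tumors, from -0.18 to 0.025 for Hif1a in obese tumors, from -0.20 to 0.091 for Scd3 in obese tumors. Further ranges were from -0.10 to 0.056 for Acadm for lean minus obese, from -0.25 to 0.090 for Ehhadh for lean minus obese, from -0.20 to 0.12 for Acaa1b for lean minus obese, from -0.055 to 0.10 for Casp2 for lean minus obese, from -0.25 to 0.033 for Acot2 for lean minus obese, from -0.022 to 0.29 for Scd3 for lean minus obese, from 1 to 4 for pathway lists over-represented in obese tumors, from 0.00362 to 0.159 for the adjusted p of Fatty acid degradation in obese tumors, from 0.0520 to 0.796 for the adjusted p of HIF1 targets in obese tumors, from 0.000876 to 0.0646 for the adjusted p of Mitochondrial beta-oxidation in obese tumors. The remaining ranges were from 0.458 to 0.991 for the adjusted p of the 15 FAO genes for lean minus obese, from 0.440 to 0.991 for the adjusted p of Fatty acid synthesis for lean minus obese, from 0.102 to 0.963 for the adjusted p of Melanocyte markers for lean minus obese, from 0.00696 to 0.145 for the adjusted p of Mitochondrial beta-oxidation for lean minus obese, from 0.766 to 1.00 for the adjusted p of Proliferation for obese minus lean before therapy, from 0.38 to 0.49 for the change of the FAO score in lean tumors, from 0.35 to 0.47 for the change of the FAO score in obese tumors, from -0.065 to 0.10 for the change of the FAO score for lean minus obese.

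Leaving out obese tumor 2 after ETS gave an adjusted p of 0.159 for fatty acid degradation and 0.0646 for mitochondrial beta-oxidation in obese tumors, where both were under 0.05 in the other 15 such fits. The adjusted p of mitochondrial beta-oxidation for lean minus obese passed 0.05 without lean tumor 3 (0.0894) or 4 (0.0612) before therapy, lean tumor 1 (0.0793) or 2 (0.0649) after ETS, obese tumor 2 before therapy (0.0601) or obese tumor 4 after ETS (0.145). Over-represented lists in obese tumors numbered 1 without obese tumor 1, 3 or 4 before therapy or 1, 2 or 3 after ETS, and 4 without obese tumor 2 before therapy. FAO genes falling past the limits numbered 1 in lean tumors without lean tumor 2 after ETS and 1 in obese tumors without obese tumor 4 after ETS. The exact permutation p of the FAO score was 0.0571 in lean tumors without lean tumor 1 or 2 after ETS and in obese tumors without any of the obese tumors before therapy, with the tumors before and after ETS still apart. With z-scores per gene the score rose by 0.93 in obese tumors, on another scale than the 0.39 reported, with an exact permutation p of 0.0571. Genes with a more positive change in lean tumors at an adjusted p under 0.05 numbered 591 without lean tumor 4 before therapy, against 1030.

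Adjusted p-values of the 15 FAO genes over the other settings ranged from 9.53e-05 to 0.412 in lean tumors, from 0.000535 to 0.486 in obese tumors and from 0.161 to 0.954 for the difference. Those of fatty acid degradation ranged from 5.64e-05 to 0.412, from 0.00984 to 0.715 and from 0.0645 to 0.865, and those of mitochondrial beta-oxidation from 5.61e-08 to 0.308, from 0.00236 to 0.715 and from 0.00215 to 0.786.

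TPM values shifted all genes by a median of -0.35 in lean tumors, -0.094 in obese tumors, -0.26 for the difference and -0.13 before therapy. Relative to the median of all genes, that of the 15 FAO genes under TPM was 0.39 in lean tumors, 0.39 in obese tumors and -0.0053 for the difference. With totals of at least 47199949 counts, depth limits genes near 0 counts.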

Differences from the paper's values

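The paper reports 16 pathways changed in lean tumors, and the over-representation test gave 0 of 16 lists at an adjusted p under 0.05, with 1 list at an unadjusted p under 0.05. None of the alternatives set before the data were examined closed the gap: limma-voom gave 3 lists, the macrophage score 3 and genes called by adjusted p without a fold limit 4. A fibroblast score gave 3 and a background of all protein-coding genes 1, both chosen after seeing the values. The lists were compiled by hand and are not KEGG's own. For obese tumors, the paper reports 3 pathways without a change, against 14 lists here, and none of these alternatives closed that gap either, with values between 12 and 16.

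In obese tumors, 12 of the 64 tested genes of the hand-compiled FAO lists rose past the limits of Fig. 1d. The paper shows about 4 in Fig. 1d, read by eye. Its text does not list the genes plotted there, so the gene sets may differ, and no alternative changed the compiled list. The lowest values among the alternatives were 7 with limma on log2(TPM + 1) and 8 with the melanocyte score, and none set before the data were examined closed the gap. In lean tumors it was 18, against about 12 in Fig. 1d, read by eye, which is within 1.5 times.

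The number of genes past the paper's limits in lean tumors was 2469, close to the paper's 2418. DESeq2's Wald test gave 2418 and the exact test on counts with 1 added, without the log2 step of the paper's methods, 2430, while without the exclusion of low counts it was 4114.

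The paper states that the rise of fatty acid metabolism genes was not significant in obese tumors. Here the fatty acid degradation list rose in obese tumors with an adjusted p of 0.0321 by camera and 0.0319 by fgsea on the ranking that GSEA uses. It was not called there with an estimated correlation (0.583), with filterByExpr (0.0589), with the melanocyte score (0.367), without obese tumor 2 after ETS (0.159) or with Reactome's set for fatty acid, triacylglycerol and ketone body metabolism (0.715), which was not called in lean tumors either (0.281). Mitochondrial beta-oxidation, at 0.0145 in obese tumors, was not called with the Reactome set (0.715), with the melanocyte score (0.109), with an estimated correlation (0.578) or without obese tumor 2 after ETS (0.0646).

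The paper states that the induction of FAO genes was attenuated in obese tumors, measured by quantitative RT-PCR. In the RNA sequencing, the FAO score rose by 0.43 in lean and 0.39 in obese tumors, and the difference of 0.040 had an exact permutation p of 0.823. Cpt1a and Acsl1 rose more in obese tumors, with differences of -0.88 (adjusted p = 0.0127, edgeR) and -0.59 (adjusted p = 0.0303). With z-scores per gene, the rise was called in lean tumors (exact permutation p = 0.0286) but not in obese tumors (exact permutation p = 0.0571), and the difference was not (exact permutation p = 0.839). With Actb subtracted from the score, a setting chosen after seeing the values, the difference of 0.95 had an exact permutation p of 0.0249. The rise of mitochondrial beta-oxidation was larger in lean tumors, with an adjusted p of 0.0413 by camera and 0.0203 with the Reactome set, but 0.113 by fry, 0.0737 with limma-voom and up to 0.145 with a tumor left out (obese tumor 4 after ETS), over a range from 0.00215 without the exclusion of low counts to 0.786 with an estimated correlation, and 42 of 100 random groupings of the tumors, the real one included, gave a camera p as small. Those groupings and the permutations of the score difference exchange lean and obese labels within each treatment. This list was higher in obese tumors before therapy (adjusted p = 0.000446, camera), which widens the groupings. The number of 42 thus does not argue against a difference in the ETS effect.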

Other observations

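The tests of Actb as the reference gene, of the direction with other reference genes and of the FAO score before therapy were chosen only after the results were seen.

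Quantitative RT-PCR in the paper was normalized to beta-actin. In the RNA sequencing, Actb (gene ID 11461, chromosome 5 of GRCm38.p6 from 142903115 to 142907976) changed by -1.06 on the log2 scale after ETS in lean tumors (standard error 0.18, adjusted p = 0.000351, edgeR) and by -0.16 in obese tumors (adjusted p = 0.511), a difference of -0.91 (adjusted p = 0.0224). With the log2 level of Actb subtracted from each tumor's FAO score, the rise was 1.53 in lean tumors (exact permutation p = 0.0286) and 0.57 in obese tumors (exact permutation p = 0.114), and the difference of 0.95 had an exact permutation p of 0.0249. A reference that itself changes differently in lean and obese tumors may therefore enlarge a difference in FAO genes between them. This is a hypothesis found and tested on the same data, the tumors of the RT-PCR may not be these tumors, and Actb has pseudogenes that could share its reads. With 15 other reference genes in place of Actb, 8 gave a p under 0.05 for the difference, so a dependence on the reference is not peculiar to Actb. In 7 of these 8 the rise was larger in obese tumors, and 1 (B2m) gave a larger rise in lean tumors with a p under 0.05. Actb thus stands apart from most of them in direction. With the macrophage score in the fit, the difference of Actb was -1.13 (adjusted p = 0.230, edgeR), so it did not shrink although it lost its adjusted p, and with each tumor left out its change in lean tumors was at weakest -0.92.

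The FAO score before therapy was higher in obese tumors (exact permutation p = 0.0286), and 14 of the 15 genes were higher there, 6 of them with an adjusted p under 0.05 (edgeR) and 7 when adjusted over the list alone. A higher starting level may thus be part of how the changes in lean and obese tumors compare. By camera the list had an adjusted p of 0.0128 before therapy, reached by 10 of 35 groupings of the tumors. For the 15 genes, 4 of 35 groupings gave a camera p as small as the real one in lean tumors, 5 of 35 in obese tumors and 91 of 100 for the difference. For fatty acid degradation these were 3 of 35, 13 of 35 and 64 of 100, and for mitochondrial beta-oxidation 1 of 35, 9 of 35 and 42 of 100. The numbers out of 100 are widened by the difference between hosts before therapy. The number of FAO genes past the limits of Fig. 1d was reached by 1 of 35 groupings in lean tumors and 1 of 35 in obese tumors. The number of over-represented pathway lists was reached by 35 of 35 groupings in lean tumors, where it is 0, and by 1 of 35 in obese tumors.

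The RNA of genes from later parts of the paper was measured in these whole tumors as well. For HIF1α levels and caspase-2 activation the paper measured protein, which these data do not hold. Ppara, at under 1 CPM in every group, changed by 0.73 in lean tumors (adjusted p = 0.0904, edgeR) and 0.28 in obese tumors (adjusted p = 0.522), with an adjusted p of 0.563 for the difference. Ppard rose by 0.50 in lean tumors (adjusted p = 0.000909) and 0.16 in obese tumors (adjusted p = 0.187), with 0.107 for the difference. Pparg changed by -2.20 in lean tumors (adjusted p = 0.000949, edgeR) and 1.27 in obese tumors (adjusted p = 0.0242). Cd36 changed by -1.08 in lean tumors (adjusted p = 0.122, edgeR) and 1.82 in obese tumors (adjusted p = 0.0170). With the macrophage score in the fit, the change of Cd36 in lean tumors turned to a rise. The PPARA target list rose in lean tumors (adjusted p = 0.00230, camera) and in obese tumors (adjusted p = 0.000211), with 0.643 for the difference. Hif1a was 0.30 higher in obese tumors before therapy (adjusted p = 0.0766, edgeR), and HIF1 targets were higher there by a median of 0.67 (31 of 36 genes, adjusted p = 1.71e-07, camera), which 8 of 35 groupings of the tumors reached. Casp2 changed by -0.65 in lean and -0.68 in obese tumors (adjusted p = 0.000523 and 0.000492, edgeR), and Naa10 by 0.018 and -0.47 (adjusted p = 0.888 and 0.00159).

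Lep counts ranged from 6 to 537 in obese tumors before therapy and from 8 to 408 after ETS, from 0 to 18 in lean tumors before therapy, and were 0 in all lean tumors after ETS. Keratinocyte markers, with 2 genes tested, and neutrophil markers, with 1, had no adjusted p under 0.05 in lean tumors (0.669 and 0.659, camera) or obese tumors (0.355 and 0.504), and skeletal muscle markers, with 4 tested, had 0.659 and 0.356.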
